# A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation

**DOI:** 10.1371/journal.pone.0125153

**Published:** 2015-04-30

**Authors:** Melissa A. Metzler, Srirangapatnam G. Venkatesh, Jaganathan Lakshmanan, Anne L. Carenbauer, Sara M. Perez, Sarah A. Andres, Savitri Appana, Guy N. Brock, James L. Wittliff, Douglas S. Darling

## Abstract

**Objective:**

The transcription factor networks that drive parotid salivary gland progenitor cells to terminally differentiate, remain largely unknown and are vital to understanding the regeneration process.

**Methodology:**

A systems biology approach was taken to measure mRNA and microRNA expression in vivo across acinar cell terminal differentiation in the rat parotid salivary gland. Laser capture microdissection (LCM) was used to specifically isolate acinar cell RNA at times spanning the month-long period of parotid differentiation.

**Results:**

Clustering of microarray measurements suggests that expression occurs in four stages. mRNA expression patterns suggest a novel role for *Pparg* which is transiently increased during mid postnatal differentiation in concert with several target gene mRNAs. 79 microRNAs are significantly differentially expressed across time. Profiles of statistically significant changes of mRNA expression, combined with reciprocal correlations of microRNAs and their target mRNAs, suggest a putative network involving *Klf4*, a differentiation inhibiting transcription factor, which decreases as several targeting microRNAs increase late in differentiation. The network suggests a molecular switch (involving *Prdm1*, *Sox11*, *Pax5*, miR-200a, and miR-30a) progressively decreases repression of *Xbp1* gene transcription, in concert with decreased translational repression by miR-214. *The transcription factor Xbp1* mRNA is initially low, increases progressively, and may be maintained by a positive feedback loop with *Atf6*. Transfection studies show that *Xbp1Mist1* promoter. In addition, *Xbp1* and *Mist1* each activate the parotid secretory protein (*Psp*) gene, which encodes an abundant salivary protein, and is a marker of terminal differentiation.

**Conclusion:**

This study identifies novel expression patterns of *Pparg*, *Klf4*, and *Sox11* during parotid acinar cell differentiation, as well as numerous differentially expressed microRNAs. Network analysis identifies a novel stemness arm, a genetic switch involving transcription factors and microRNAs, and transition to an *Xbp1* driven differentiation network. This proposed network suggests key regulatory interactions in parotid gland terminal differentiation.

## Introduction

Salivary gland dysfunction affects millions across the nation, and results in complications that can lead to a decline in oral health as well as overall quality of life [1]. Whole saliva provides many functions in the oral cavity such as defense against pathogens, lubrication for speech and digestion, and regulation of pH [2]. Without functioning salivary glands, patients suffer chronic xerostomia (dry mouth). Along with discomfort and difficulty swallowing food, these patients are at a high risk for chronic oral infections and dental caries [3]. Chronic xerostomia is a common complication for patients undergoing radiation therapy for head and neck cancer as salivary glands are especially sensitive to radiation damage [4]. Most treatment is palliative, as current treatment options that address the underlying gland dysfunction are limited [5]. The ability to regenerate or restore function to damaged glands would greatly increase patient health and quality of life [6, 7].

Current work has made headway towards this goal by focusing on gland progenitor cells. Insights from explant cultures have shown that parasympathetic nerves, which develop within the gland, are vital for maintaining epithelial progenitor cell populations during development [8]. Within the cells, up-regulation of the KIT pathway by FGFR2b signaling expands the KIT+ progenitor cell population in the end buds and also regulates progenitor cells in the ducts, through interactions with the nerves [9]. Transplantation of c-Kit+ stem cells (derived either from bone marrow or the gland itself) into the glands of irradiated mice forms acini and improves tissue function [10]. However, while much work has focused on identifying genes involved in early development during morphogenesis of the salivary glands [11, 12], regulation of the later stage of terminal differentiation remains relatively unstudied.

Differentiation of rat parotid salivary gland acinar cells occurs during the last week of gestation and the first postnatal month [13]. Just before birth, parotid acinar cells are still poorly formed. Terminal clusters do not appear to have a lumen, and no electron dense granules are present in the cytoplasm. No secretions from these clusters have been seen at these early stages. Nuclei are centrally located and the endoplasmic reticulum (ER) and Golgi are small [13]. Acinar cells mature postnatally, gaining dense granules and increasing expression of salivary cargo proteins such as amylase, parotid secretory protein (Psp/ BPIFA2), and DNase I, and becoming polarized, until at around postnatal day 25 (P25) they are considered fully mature [14].

While regulatory pathways that drive terminal differentiation are unknown, studies in knockout mice have identified two relevant transcription factors. Deficiencies in either X-box binding protein 1 (*Xbp1*) or basic helix-loop-helix family, member a15 (Bhlha15, Mist1) impairs both salivary gland and exocrine pancreas development, and while each gland still develops in knockout mice, the acinar cells are either disorganized or poorly formed. Mist1 is a basic helix-loop-helix transcription factor that is specific to serous exocrine tissue [15–17]. *Mist1* knockout mice display disorganized acinar cells at two months of age that have lost their apical/basal polarity. Secretory granules in these mice are present but without clear localization, and nuclei are no longer basally located. Hence, in the *Mist1* knockout mice the parotid gland develops, but the late stages of cellular differentiation are disrupted. *Xbp1* is an essential component of the ER stress response [18, 19], as well as directing differentiation of immunoglobulin-secreting plasma cells, dendritic cells, osteoclasts and chondrocytes [20–22]. It is involved in the biogenesis and expansion of the ER to accommodate a higher protein load [23–25], and is highly expressed in exocrine tissue including the developing salivary glands [26]. The acini of submandibular salivary glands of *Xbp1* ^-/-^; Liv^*Xbp1*^ mice are smaller than their wild type counterparts and have lower expression of amylase [24]. However, the acinar cells still have abundant secretory granules and the impact of the *Xbp1* knockout on submandibular development is much less profound than on the pancreas [20]. *Mist1* and *Xbp1* are apparently involved in acinar cell terminal differentiation. However, the regulatory network which drives differentiation, and how markers of terminal differentiation such as salivary proteins are activated, remain unknown.

This project takes a systems biology approach to understanding parotid acinar differentiation by measuring both mRNA and microRNA expression changes across terminal differentiation. Using laser capture microdissection (LCM), acinar cells were isolated from developing glands at different times during differentiation. By measuring a large portion of the transcriptome over time, global patterns were identified as well as individual transcription factors apparently of importance to the process of differentiation.

## Materials and Methods

### Rat parotid laser capture microdissection

Parotid tissue was obtained from Sprague Dawley rats (Harlan laboratories) at 9 time points spanning development of the parotid gland, including embryonic day 18 (E18), E20, postnatal day 0 (P0; which is E22), P2, P5, P9, P15, P20, and P25.

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of the University of Louisville (Permit Number: 11059).

Timed pregnant females were used for the embryonic and early postnatal time points. Birth (P0) in this strain is typically on E22. All animals were euthanized by carbon dioxide inhalation or decapitation of embryos following IACUC-approved procedures. For animals older than P5 the parotid gland was removed, embedded in Tissue-Tek CRYO-OCT Compound (Fisher Scientific) and immediately frozen with a mixture of dry ice and 100% 2-methyl butane. For the embryonic and earlier postnatal time points, heads were divided along the sagittal plane, and each half was embedded upright. All tissue blocks were stored at -80°C. For cryosectioning, blocks were thawed to -30°C. Sections (7 μm) were taken with a Leica cryostat onto sterile chilled slides that had been treated with RNaseZap (Ambion), and immediately fixed in 70% ethanol. Xylenes and 100% ethanol were used to remove OCT before staining. For the heads, tissue was sectioned and stained with hematoxylin and eosin (H&E) until the parotid gland was located. All tissue sections were lightly stained with H&E to identify acinar cells based on the structure of the cells and local vascular landmarks, as validated by immunofluorescent staining of previous samples using anti-parotid secretory protein antibody. Stained sections were dehydrated by washing in 100% ethanol and xylenes before being used for microdissection.

Laser capture microdissection (LCM) was performed on an Arcturus PixCell *IIe LCM* System (Life Technologies/ Thermo Fisher Scientific) [27, 28]. Caps containing CapSure transfer film carrier were applied to the tissue and cells were adhered to the cap using laser pulses. The cap was then checked under the microscope to ensure that contaminating cells were removed. Only caps containing pure populations of the cells of interest were used in subsequent experiments.

### RNA isolation, microarrays, and qPCR arrays

RNA was isolated from the LCM caps using the RNaqueous micro kit (Ambion), per the manufacturer’s instructions. Briefly, once cells were isolated onto an LCM cap, lysis buffer was applied immediately. Tubes were then incubated in a heat block at 42°C for 30 min. The lysates were either processed immediately or stored at -80°C. Lysates from multiple caps of the same sample, taken on the same day were combined before proceeding with isolation. At least three independent biological samples (from separate litters) were used for isolation of total RNA at each of the 9 time points. Quantity and quality of the total RNA was assessed using a 2100 Bioanalyzer (Agilent). Samples with a RIN value of at least 7 were used.

For analysis of mRNA expression, the Whole Transcriptome-Ovation Pico RNA amplification system (NuGen Technologies Inc.) was used to prepare amplified cDNA from total RNA for 9 time points of the developing parotid acinar cells. The biotin-cDNA was hybridized to 27 separate rat genome 230 2.0 Affymetrix GeneChips, having 31,099 probe sets. Results for each chip were analyzed using standard Robust Multi-array Average (RMA) method for background correction, normalization and summary. Differential gene expression between time points (or between averaged stages of development) was determined by ANOVA or by using Linear Models for Microarray Data (LIMMA) software to test the false discovery rate (FDR)-adjusted significance of fits to several models (e.g., models with linear, quadratic, and cubic polynomials in time) [29]. Differentially expressed mRNAs were subsequently clustered using hierarchical clustering, and these clusters were analyzed for significant enrichment of biological processes (see description under Network Analysis below). Validation of the microarray data was performed using TaqMan Universal PCR Master Mix (Applied Biosystems; ABI) on an ABI 7500 Real-Time PCR System using TaqMan primers for the target mRNAs (*Psp*, *Xbp1*, and *Nupr1*), and for control *Rplp2* mRNA. Data were analyzed with Sequence Detection Software v1.4 normalizing to *Rplp2* expression between samples.

MicroRNA expression was measured by qRT-PCR at four time points during acinar differentiation: E20, P5, P15, and P25. A total of 372 primer pairs (miRCURY LNA, Exiqon) were used which amplify well annotated rodent microRNA sequences. Triplicate samples were run for each time point. Total RNA (1 ng) was used to synthesize cDNA (Exiqon’s Universal cDNA Synthesis Kit). The cDNA was then applied to microRNA Ready-to-Use PCR, Mouse&Rat panel I, V1.M (Exiqon) per the manufacturer’s instructions. Briefly, each 20 μl cDNA reaction was diluted 110x in nuclease free water and then combined 1:1 with 2x SYBR green master mix. The reactions were run on an ABI 7500 RT-PCR system. Missing replicates in the qRT-PCR data were imputed using the k-nearest neighbor algorithm, as described [30–32]

Expression values (CT values) for each array were normalized to the median expression by subtracting the median CT value for that array. Differentially expressed (DE) miRNAs across the four time-points were determined as described above for mRNAs.

### Metacore Analysis

Expression data for differentially expressed (DE) mRNAs were loaded into the knowledge-based program MetaCore (Thomson Reuters Inc., Carlsbad, CA). Statistically clustered sets of DE mRNAs were interrogated for enrichment of biological pathways using the using the Metacore Gene Ontology enrichment analysis algorithm, with the Affymetrix Rat Genome 230 array as the background dataset. These clustered sets were also analyzed for significant enrichment of transcription factors to understand the active regulatory processes. Also, in order to identify regulatory pathways related to differentiation, a network was constructed initially based on the profiles of transcription factor mRNA expression over time. For example, an early increase of a transcription factor mRNA coincident or followed by an increased mRNA of a known target gene would suggest a possible network interaction. Possible interactions (edges) needed to be consistent with Metacore knowledge-based interactions, or supported by the presence of an appropriate DNA-binding sequence in the target promoter. Interactions in initial networks were tested by transfections and ‘pruned’ as appropriate, and the network was expanded using Metacore's "expand" algorithm filtering for transcription regulatory interactions involving DE genes generated in this study. Targetscan [33–35] software was used to obtain predicted gene targets of DE microRNAs among the set of DE mRNAs. miRNAs predicted to target genes in the constructed network were added if their expression profiles had a statistically significant inverse correlation. Metacore's Pathway Map Creator was used for visualization of the derived network.

### Luciferase Reporter Transfections

Reporter assays were performed to experimentally test the predicted regulatory interactions (edges) of the network. Standard methods were used to clone the target gene promoters upstream of luciferase in pGL4.10 vector. Expression plasmids for selected transcription factors were from Open Biosystems (Huntsville, AL) or Thermo Scientific (Waltham, MA) or were cloned by RT-PCR of rat genomic DNA into pCDNA4 (S1 Table). Luciferase reporter plasmids were transiently transfected into the rat parotid gland derived ParC5 cell line or the closely related ParC10 [36, 37] cells (obtained from Dr. Quissell's laboratory) plated on 6-well tissue culture plates in DMEM/F12 media FBS and growth factors. Lipofectamine (Invitrogen) was used for luciferase promoter studies, following the manufacture’s guidelines. The *Mist1* transcription factor expression clone was in pcDNA4 vector, and the spliced *Xbp1* (*Xbp1*-S) expression vector was pFLAG.*Xbp1*p.CMV2 (Addgene; Cambridge, MA). In all experiments, pGL4.73-Renilla luciferase plasmid was co-transfected as an internal control for normalizing transfection efficiency. After 48 hours, cell extracts were prepared using Passive lysis buffer (Promega) and assayed for both firefly and Renilla luciferase activities using the Luciferase Assay and Renilla Luciferase Assay Systems from Promega with a Berthold Lumat LB9501 luminometer. The fold activation was calculated relative to cells transfected with the basal promoter-containing vectors alone. Each experiment was performed in triplicate, and repeated at least three times. Results are given as means ±SEM.

For miRNA transfections, miRNA mimics (Dharmacon, Lafayette, CO) were transfected at 10 pmols/well along with 100 ng of a 3'UTR containing plasmid into HEK293 cells using DharmaFeCT Duo (Dharmacon, Lafayette, CO). 3'UTRs were cloned down-stream of firefly luciferase cDNA in PGL4.25 using XbaI and FseI (S1 Table). Renilla luciferase plasmid (PGL4.73) was used as a transfection efficiency control. Empty PGL4.25 (no 3'UTR) was used as a normalization control vector and results were analyzed as in Jacobs et al., 2004 [38].

## Results

### Gene expression changes during acinar cell differentiation

A unique aspect of this study is the application of laser capture microdissection (LCM) to procure total RNA from populations of acinar cells across multiple time points. RNA from 9 time points from triplicate litters were collected across rat parotid gland development. These time points span pre-acinar terminal clusters, granule differentiation, and rapid maturation [13, 14]. Populations of acinar cells were isolated from parotid tissue sections without appreciable contamination from surrounding ducts and connective tissue, as indicated by hematoxylin and eosin stained LCM sections (S1 Fig). Principal component analysis of results from 27 microarrays showed appropriate grouping of the replicate samples, and indicates the major variability across the complete set of arrays is due to the different time points (Fig 1A). This supports the quality of the dataset. ANOVA of the entire dataset identified differential expression of 2656 mRNAs with FDR adjusted p-value of 0.05 or less. Hierarchical clustering of these 2656 mRNAs (Fig 1B) generated a dendrogram which suggests that the transcriptional profile entails four stages during parotid differentiation, e.g., embryonic (E18, E20, and P0), early postnatal (P2, and P5), middle postnatal (P9, and P15), and late postnatal (P20, and P25). The heat map indicates that relatively little change occurs in the prenatal period, but a large number of expression changes occur just after birth, and another large number of expression changes occur late in differentiation. This is consistent with previous reports based on expression of individual proteins suggesting that terminal differentiation occurs in several stages [13, 14]. In our study, direct comparison between adjacent stages identifies hundreds of significant changes of mRNA expression (Table 1). Similar statistical comparison between ages within a stage yields far fewer differentially expressed mRNAs (data not shown). In order to validate the microarray data, a subset of genes was measured by qPCR. The expression patterns for 4 specific mRNAs (*Psp*, *Xbp1*, and *Nupr1*) were tested by TaqMan qPCR with the same total RNA samples, and yielded results similar to that of the microarrays (S2 Fig).

**Fig 1:**
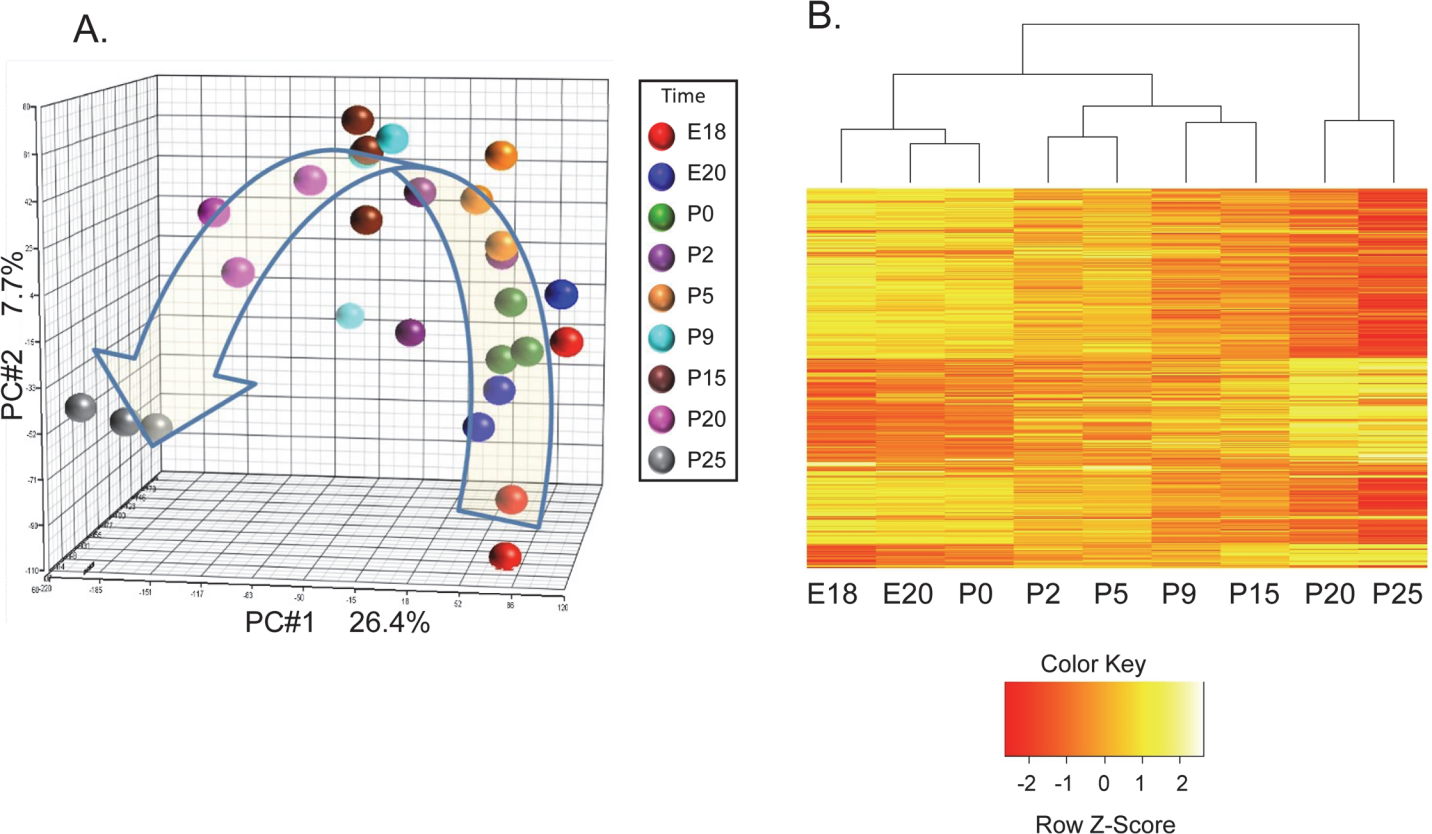
Hierarchical Clustering Divides Parotid Acinar Cell Differentiation into Stages. (A) Principal component analysis (PCA) of the 27 microarrays of RNA samples taken in triplicate at nine time-points across acinar cell differentiation. The first three principal components are plotted on a three dimensional graph. Samples are largely clustered based on the replicate time points. (B) Hierarchical clustering of differentially expressed mRNAs displayed as a heatmap suggests the presence of 4 stages. 2656 genes were identified as differentially expressed by one-way ANOVA (FDR p < 0.05). Image was generated using the heatmap.2 function in R and distance was calculated as dissimilarity = 1-r (correlation coefficient). Expression values are scaled (mean 0, std dev of 1) by rows.

**Table 1:** Gene Expression Comparisons between Developmental Stages.

Stage Comparisons	# of Differentially Expressed mRNAs
Stage 1 – Stage 2	604
Stage 2 – Stage 3	124
Stage 3 – Stage 4	992
Stage 1 – Stage 4	3506

### Clustering of Differentially Expressed mRNAs

All differentially expressed (DE) mRNAs were submitted to cluster analysis (Fig 2). Most mRNAs fell into progressively decreasing (DE cluster #1; 1635 mRNAs) or progressively increasing (DE cluster #2; 803 mRNAs) clusters. Metacore Gene Ontology (GO) enrichment analysis indicated that DE cluster #1 is significantly enriched for genes related to mitosis and the cell cycle. The top 6 processes and the top 4 pathway maps each involve cell cycle. All the significantly enriched processes and pathway maps are shown in supplemental S2 Table. Progressively decreasing genes in DE cluster #1 include *PCNA*, cyclinD1/2, and cyclinB2, which are directly involved in regulation of cell cycle. In addition, *Mcm 3*, *4*, *5*, *6*, *7*, *and 10*, which are essential for the initiation of DNA synthesis each decrease across development. The observed gene enrichments are consistent with the parotid cells transitioning from actively dividing to terminally differentiated. In addition, this GO analysis suggested decreased expression of three signaling pathways which stimulate epithelial–mesenchymal transition (EMT) (Notch, TGFβ, hypoxia), consistent with the formation of the epithelium of the acini (S2 Table).

**Fig 2:**
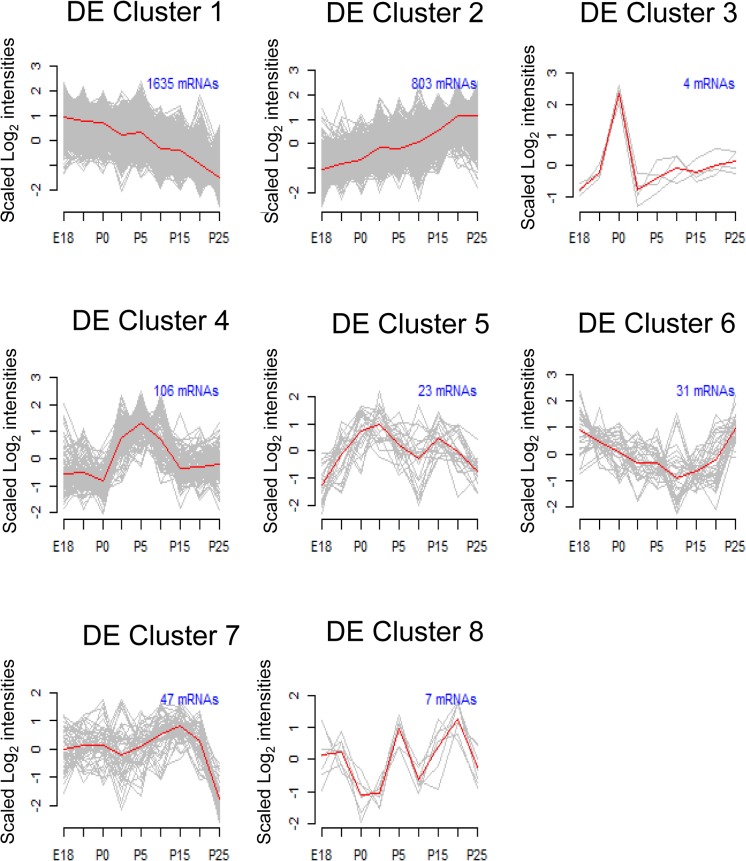
Profiles of Differentially Expressed mRNAs during Differentiation. The time course microarray data were analyzed to identify differentially expressed mRNAs, which were clustered based on statistically significant similarities in the expression profiles. For visualization, the expression data for each gene was scaled to a mean of zero and standard deviation of 1 before plotting. The red line traces the average expression for the cluster.

DE cluster #2 (genes with increasing expression) showed a completely different set of enriched processes and pathways. This cluster is enriched in GO terms related to ion transport, lacrimal gland function, and the endoplasmic reticulum, such as ER-nucleus signaling and the unfolded protein response (S3 Table). As anticipated, this cluster includes increased expression of mRNAs related to parotid acinar cell function, e.g., secreted proteins (amylase, parotid secretory protein (*Psp*, *Bpifa2e*), lysozyme, *Lbp*, and lactoperoxidase) and multiple transmembrane transporters important to parotid function (Aquaporin 5, *Orai1*, *Atp1a1*, *Nkcc1*, *Slc9a1*, *Slc41a2*, *Slc26a6*, *Slc39a2*, *Slc7a8*, *Kcc2*, *P2rx4*). NKCC1 (Na+/K+/2Cl−cotransporter) protein is expressed specifically in the basolateral membrane of parotid acinar cells and knocking out its gene impairs salivation [39]. SLC9A1/Nhe1 (a Na+/H+ exchanger) is a major regulator of pH in parotid acinar cells [40]. This identifies genes related to parotid acinar cell function which show a progressive increase across differentiation. In order to understand factors important to gene regulation, the 803 genes in this cluster were tested for significant enrichment of targets of any transcription factors in the Metacore database. DE cluster #2 is significantly enriched in targets of only 3 transcription factors, *Mist1*, *Xbp1*, and glucocorticoid receptor (S4 Table). Both *Mist1* and *Xbp1* are also members of this cluster. The increases seen in the expression of mRNAs in this cluster support the utility of this dataset for modeling of parotid differentiation.

Interestingly, an additional cluster containing 106 differentially expressed mRNAs was identified having increased expression only in the mid-development stages (DE Cluster 4, Fig 2). This cluster is highly enriched in genes involved in adipocyte differentiation and lipid metabolism, and includes transcription factor *Pparg* (S5 Table). Transcription factor target analysis revealed a hub containing *Pparg* and 18 known downstream targets (Fig 3A). qPCR of independent samples confirms transient up-regulation of *Pparg* mRNA expression around postnatal day 5 (Fig 3C). This suggests a novel dimension of parotid differentiation involving *Pparg* regulation, yet. this agrees with the previous work of Mukunyadzi et al which found that adult parotid acinar cells do not express *Pparg* [41].Other statistical clusters derived from the DE mRNAs (Fig 2) had no significant GO enrichment.

**Fig 3:**
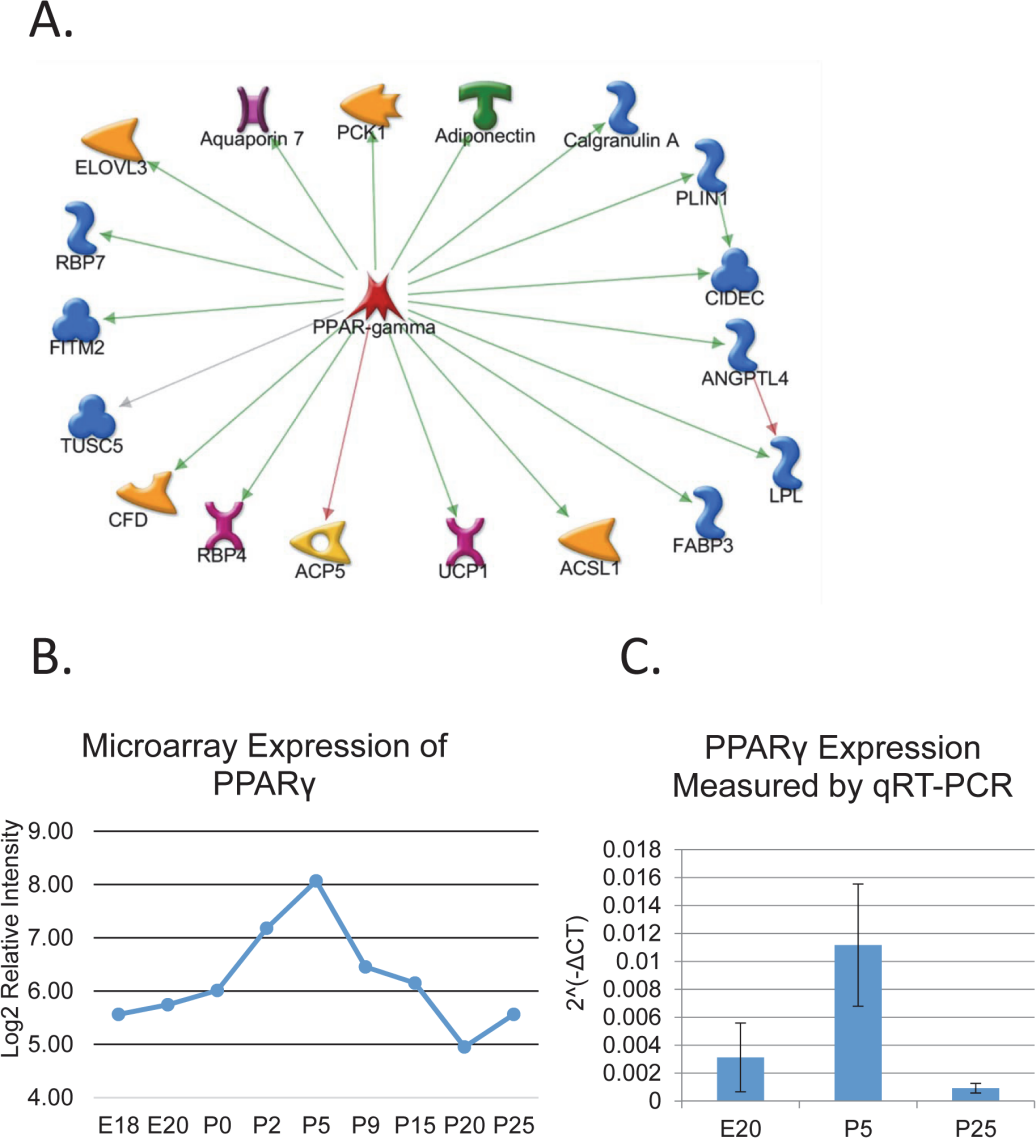
Transient Activation of *Pparg* during Parotid Acinar Cell Differentiation. (A) Network showing transcription factor *Pparg* and known downstream target genes found in DE Cluster 4 (Fig 2). DE Cluster 4 contains 106 genes (including *Pparg*) with a unique expression pattern; higher expression only in stages 2 and 3. The Metacore knowledge-base identifies 18 of these as *Pparg* target genes. A green arrow indicates activation of transcription while red arrow indicates inhibition. A grey line means the interaction is uncharacterized. Although a red arrow connects *Pparg* and *ACP5*, some publications list the interaction as activating [67, 68] indicating it could be context dependent. (B) Log2 expression of *Pparg* from microarray data. (C) qPCR data confirming the expression profile of *Pparg*. RNA samples from independent animals were collected at three time points (E20, P5, and P25). Expression was normalized to *Arbp*, and data showed significant change in expression by ANOVA. n = 3.

### Quadratic model mRNA clusters

To characterize gene expression patterns further, the microarray results were submitted to regression analysis to identify mRNAs significantly fitting either a quadratic or a cubic polynomial model (based on FDR-adjusted p values). Few (18 mRNAs) fit the cubic patterns and they were not investigated further (S4 Fig). However, after FDR correction, 430 mRNAs showed a significant match to quadratic trend models and were used for cluster analysis (Fig 4A and S3 Fig). The largest, Quadratic cluster #1, contained 118 mRNAs with high expression through most of differentiation and a strong decrease during the last stage. GO enrichment analysis identifies extracellular matrix and cell adhesion as relevant processes (S6 Table). This cluster contains collagens (*Col1a1*, *Col5a2*, *Col1a2*, and Collagen XIV) as well as other ECM proteins such as fibrillin-1, Tenascin C, and Laminin alpha 5. Tenascin C is typically expressed during organogenesis but not in adult tissues [42]. Apparently, these genes are involved in differentiation of the ECM and organogenesis, and decrease rapidly as the parotid gland completes development. Quadratic cluster #6 identifies an expression pattern which is reciprocal to #1; 49 mRNAs exhibited low expression throughout early and mid-development, but a strong increase was observed in the last stage (Fig 4B). Genes in this cluster include *Chia*, DNase1 and proline-rich protein 15 (*Prp15*) each of which are secreted salivary proteins. Fig 4B demonstrates that the full secretory repertoire is not established until the last stage of acinar cell differentiation. A separate cluster (Quadratic cluster #7, Fig 4A) independently identified a subset of those genes in DE cluster #4. This cluster also contains *Pparg* and 4 of its target genes as described above, and as indicated by the GO enrichment analysis (S7 Table). Overall, cluster analyses of the results from the 27 microarrays supports the utility of this dataset by identifying patterns of mRNA expression which are consistent with our broad understanding of parotid development. Cluster analyses shows large changes in important salivary proteins even late in differentiation (Fig 4). In addition, this analysis suggests a novel role for *Pparg* or closely related factors during the middle stages of parotid gland development.

**Fig 4:**
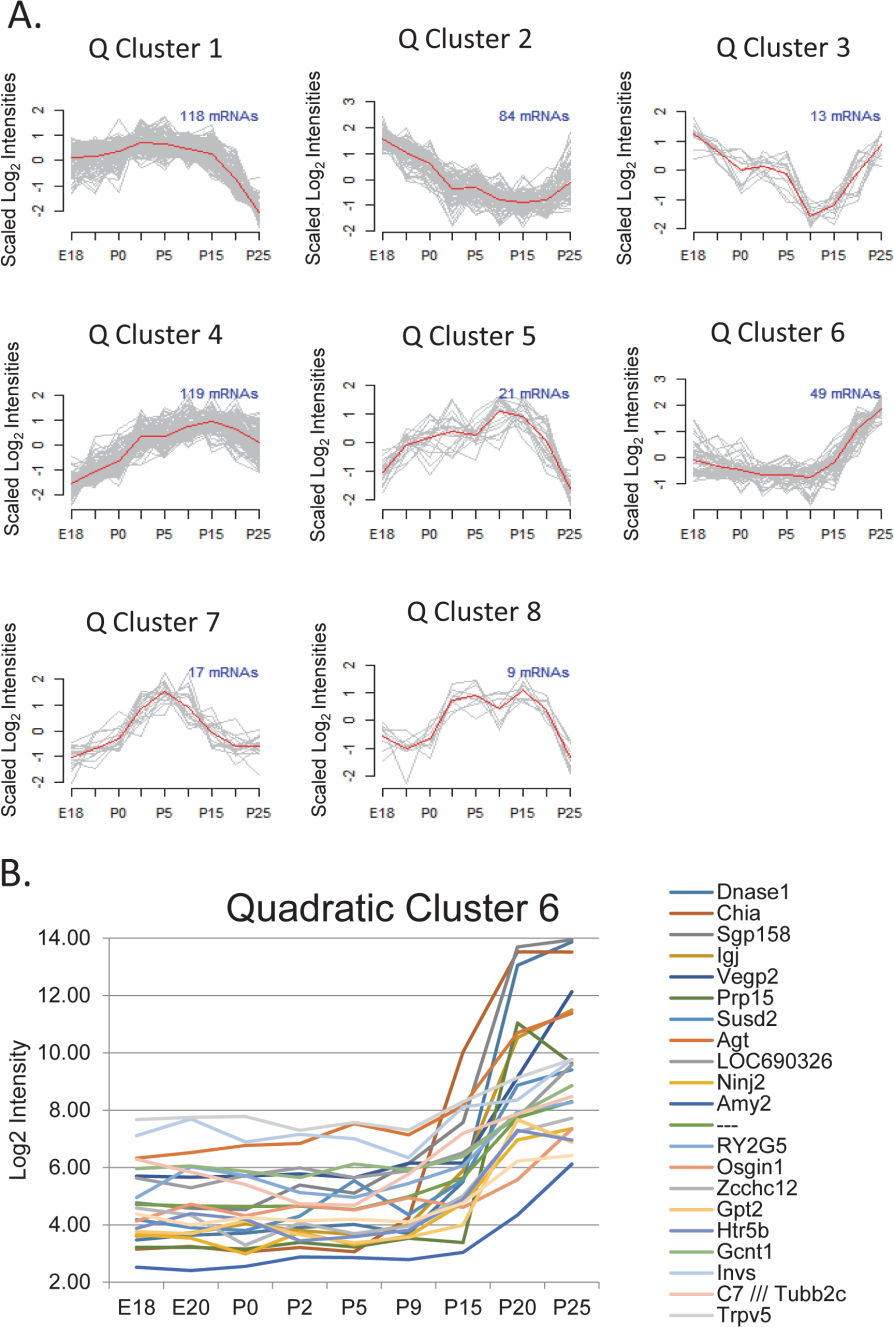
mRNAs with a Quadratic Expression Pattern. Quadratic regression reveals late activation of acinar cell specific genes. (A) Quadratic regression analysis identified 430 genes having a significant quadratic trend (FDR < 0.05), which were clustered into eight patterns. For visualization, the expression data for each gene was scaled to a mean of zero and standard deviation of 1 before plotting. The red line traces the average expression for the cluster. (B) Log2 plot of Quadratic Cluster 6 members with at least a 4-fold expression difference between P25 and E18. This shows late up-regulation of several genes known to produce salivary proteins (i.e. *DNase I*, *Chitinase*, *Prp15*, *Sgp158/Prr21*).

### MicroRNA expression changes during acinar cell differentiation

In order to derive a regulatory network relevant to parotid acinar cell differentiation, it is essential to include changes in microRNA expression. The relative expression of 372 microRNAs was measured by qPCR (with the Exiqon mouse+rat miRNA panel) in triplicate LCM samples at each of four time points across acinar cell terminal differentiation (E20, P5, P15, and P25). 

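RNA of laser-captured acinar cells from 12 samples, 3 at each of E20, P5, P15 and P25, was reverse transcribed and measured on the Exiqon Mouse&Rat panel I, a qRT-PCR array in which each well holds LNA primers for 1 small RNA. The authors deposited the CT values as raw cycle numbers, with no imputation or normalization applied. A CT is the PCR cycle at which the signal crosses a threshold, so 1 cycle less stands for about 2 times more template, and a well without amplification is entered as undetermined. The deposited table holds 375 miRNA assays with 350 distinct names, and 25 miRNAs have both a mouse (mmu) and a rat (rno) assay. It also holds small nuclear RNAs, 3 wells of an interplate calibrator and 2 blank wells; the blank wells gave 0 CT values over the 12 samples. The number of miRNA assays with a CT was between 282 and 306 at E20 (median 302), between 224 and 307 at P5 (median 254), between 179 and 273 at P15 (median 247) and between 202 and 223 at P25 (median 223). The lowest number, 179, belonged to P15 replicate 1. The median CT of the detected miRNAs was between 31.9 and 32.3 at E20, between 31.3 and 34.1 at P5, between 32.9 and 34.8 at P15 and between 33.7 and 34.2 at P25. Of the 4500 miRNA wells, 32.8% were undetermined, and 28.2% of the measured wells had a CT above 35. The precision of a single well fell with the CT. Between the mouse and the rat assay of the same miRNA, the median SD of the difference over the samples was 0.525 cycles for the 5 pairs with a mean CT under 32, 0.908 cycles for the 9 pairs between 32 and 35, and 2.11 cycles for the 6 pairs above 35.
The paper's methods impute missing replicates by k-nearest neighbors and subtract the median CT of the array. Here each value is the median CT of the miRNAs detected on the array minus the CT of the miRNA, a log2 scale on which a higher value means more miRNA. Imputation used 10 neighbors and came after the normalization; the paper's text does not give the number of neighbors, and it names imputation before normalization without stating that the median was taken over imputed values. Among the miRNAs tested, 122 wells (5.30%) in 72 miRNAs were imputed. Group means and SDs below are of the measured values only, while the fitted changes include the imputed wells. Fewer miRNAs were detected at the later ages, so the array median is taken over different miRNAs at each age, and the choice of this reference moves every change between ages together. The median CT of the 120 miRNAs detected in all 12 samples was 30.0 ± 0.513 (SD, n = 3) at E20 and 31.9 ± 0.335 (SD, n = 3) at P25, while the interplate calibrator stayed between 18.3 and 19.0 in all 12 samples.

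**Figure D1:**
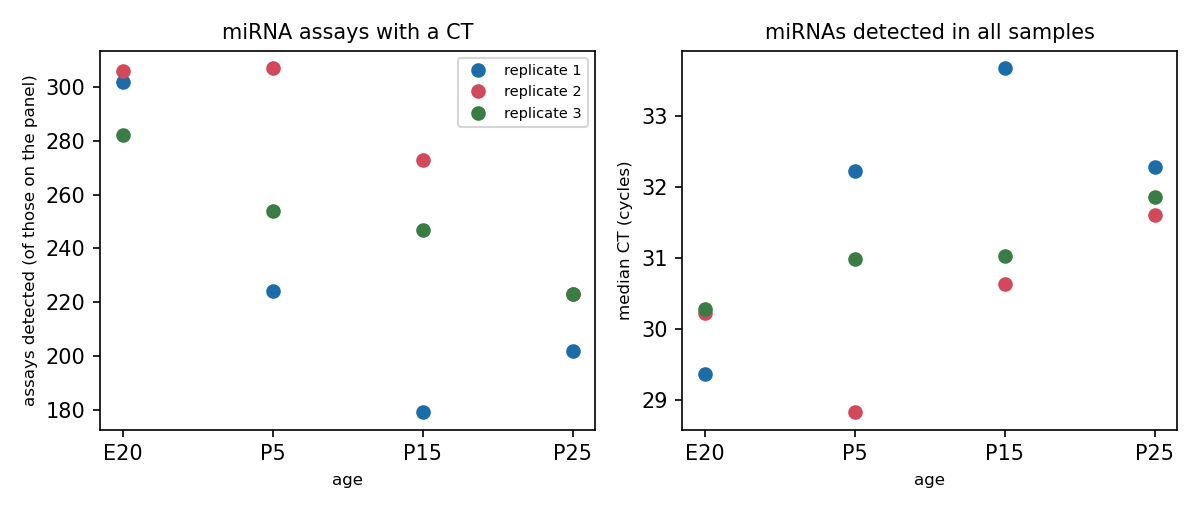
Number of miRNA assays with a CT on each array (left) and median CT in cycles of the miRNAs detected in all 12 samples (right), by age; each point is 1 sample, colored by replicate number. E20 arrays had 282 to 306 assays with a CT and P25 arrays 202 to 223.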

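Detection was counted from the deposited CT values. Of the 375 assays, 350 gave a CT in at least 1 sample and 25 in no sample. A miRNA was taken as repeatably detected when at least 2 of the 3 replicates had a CT under 40 at every one of the 4 time points, a rule under which imputation fills at most 1 replicate per time point, and 192 assays met it. Detection in at least 2 of 3 replicates was met by 298 assays at E20 and by 210 at P25. The count depended most on this rule: 311 assays were detected in at least 2 of 3 replicates at 1 or more time points, and 119 met the rule when a CT above 35 was taken as not detected.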

The time points were chosen based on the observation of 4 stages with the mRNA microarrays, described above (Fig 1B). qRT-PCR detected 271 microRNAs repeatably. 

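Expression was compared across E20, P5, P15 and P25 with limma's moderated F test over all 12 samples, with Benjamini-Hochberg adjustment over the 192 miRNAs. At an adjusted p-value under 0.05, 15 miRNAs differed among the 4 time points, and 40 did at an unadjusted p-value under 0.05, where 9.6 would be called by chance. The smallest adjusted p-value was 0.00771, shared by miR-375, miR-148a and miR-433. The count moved with the array reference and with single samples. With the small nuclear RNAs as reference it was 0 (1 at an unadjusted p-value under 0.05), and without E20 replicate 1 it was 1. With P15 replicate 1 left out it was 21. The small nuclear RNA reference is the mean CT of RNU1A1 and RNU5G, with a pooled SD of 3.98 cycles between samples at E20 and P25. This spread widens every standard error, so the lack of calls under it, here and below, says little about the miRNAs. A filter chosen after the values were seen, detection in at least 6 of the 12 samples with the median taken after imputation, called 26 after adjustment and 81 before it.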

Analysis by one-way ANOVA identified 79 miRNAs exhibiting significant differential expression (Fig 5A). Subsequent t-tests between time points (Table 2) identified 64 miRNAs with differential expression between the first (E20) and last (P25) time points. These 64 miRNAs encompass all significantly changing miRNAs identified by comparing other pairs of time points. Of these, 52 miRNAs increased in expression and 12 decreased across acinar differentiation. 

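In the pairwise contrasts of the same limma fit, adjusted within each pair, 23 miRNAs differed between E20 and P25 and 6 between P5 and P25. None differed between E20 and P5 (0 of 192, with 15 at an unadjusted p-value under 0.05), between E20 and P15 (0, with 40), between P5 and P15 (0, with 12) or between P15 and P25 (0, with 17). Between E20 and P25, 62 miRNAs had an unadjusted p-value under 0.05. The smallest adjusted p-value between E20 and P15 was 0.0533. The count between E20 and P15 was 6 with the median of the miRNAs detected in all samples as reference. It was 11 with the replicate number as a block, although comparisons with E20 were treated as unpaired. In the fits that each left out 1 of the 12 samples, it ran from 0 to 6. The count between P5 and P25 ran from 0 to 11 in those fits. All 23 miRNAs called between E20 and P25 had measured values that did not overlap between the ages. Among the 156 miRNAs measured in all 6 of those samples, 61 (39.1%) did not overlap, against 10% by chance. An exact permutation test of 3 samples against 3 cannot give a p-value under 0.1. With the median of the miRNAs detected in all samples as the reference, 40 miRNAs differed between E20 and P25, and with the small nuclear RNAs 0 did (1 at an unadjusted p-value under 0.05). With each of the 12 samples left out in turn, the count was between 11, without E20 replicate 2, and 39, without P15 replicate 1.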

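The 6 miRNAs called between P5 and P25 were all among the 23 called between E20 and P25, as were all 15 called across the 4 time points. These comparisons share samples. Across the 192 miRNAs, which are not independent replicates, the change from E20 to P25 and the change from P5 to P25 had a Pearson correlation of 0.824; with unchanged groups simulated 100 times, the shared P25 samples alone gave a median of 0.494 and at most 0.680. For the change from E20 to P15, which shares the E20 samples, the correlation was 0.821, against a median of 0.499 with unchanged groups.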

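Of the 23 miRNAs that differed between E20 and P25, 8 were higher and 15 lower at P25. This split followed the reference subtracted from each array. It was 20 higher and 20 lower with the median CT of the miRNAs detected in all 12 samples, 10 higher and 25 lower with the mean of the same miRNAs, and 1 higher and 25 lower with the CT values as deposited. It was 5 higher and 21 lower when a CT above 37 was taken as not detected, and 1 higher and 10 lower with that limit at 35. Taking the array median after imputation, a setting chosen after the values were seen, gave 34 higher and 13 lower, and together with detection in at least 6 of the 12 samples it gave 48 higher and 13 lower. The reference moves all miRNAs alike: the median change of all tested miRNAs was 0.15 on the log2 scale with the array median, 0.38 with the median and -0.03 with the mean of the miRNAs detected in all samples, 1.15 with the small nuclear RNAs, -1.58 without normalization and 0.88 with the median taken after imputation. Without P15 replicate 1, 13 miRNAs were higher and 26 lower, and without P25 replicate 2 only 2 were higher. The paper states that most of the differing miRNAs increased.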

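A transient change was tested as the mean of P5 and P15 against the mean of E20 and P25 in the limma fit. No miRNA passed (0 of 192), 8 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.565. The count remained 0 in each fit that left out 1 sample.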

Within the limitations of 4 time points, most miRNAs appeared to change expression linearly, with none being transiently activated or depleted. 

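A linear trend was fitted with limma on age in days from birth, with E20 placed at -2 and the other ages at 5, 15 and 25, as the first of 3 orthogonal polynomials. The trend had an adjusted p-value under 0.05 for 27 miRNAs and an unadjusted one for 60. It rose for 9 and fell for 18. This split followed the array reference, shown here at an unadjusted p-value under 0.05, a threshold applied after the values were seen. With the array median 28 of 60 rose, and without normalization 2 of 62. With the miRNAs detected in all samples, 36 of 66 rose by their median and 25 of 69 by their mean. With the median taken after imputation, chosen after the values were seen, 52 of 78 rose. The adjusted count was 45 for miRNAs detected in at least 2 of 3 replicates at 1 or more time points. It was 0 with the small nuclear RNAs as reference, where 2 had an unadjusted p-value under 0.05. It was 41 without P15 replicate 1 and 14 without E20 replicate 2.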

Linear regression analysis identified two clusters, either progressively increasing or decreasing (S5 Fig). No miRNAs had a significant quadratic expression pattern. 

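The second polynomial of the limma fit had no adjusted p-value under 0.05 (0 of 192 miRNAs). The smallest was 0.276, and 8 miRNAs had an unadjusted p-value under 0.05, fewer than the 9.6 that chance gives.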

Plots for miRNAs with fivefold or greater expression change between E20 and P25 are shown in Fig 5B. 

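Among the 23 miRNAs called between E20 and P25, the 5 largest increases were those of miR-375, miR-148a, miR-145, miR-29c and let-7b, and the 5 largest decreases those of miR-433, miR-301a, miR-434-3p, miR-214 and miR-503. By log2 change from E20 to P25, let-7b rose by 3.02 (standard error 0.73, adjusted p = 0.0124, limma) and let-7c by 2.75 (standard error 0.83, adjusted p = 0.0388). miR-145 rose by 4.74 (standard error 1.43, adjusted p = 0.0388), a value that rests on 1 sample: E20 replicate 1 was at -2.97 and the other E20 samples at 4.34 and 4.04, and without E20 replicate 1 the rise was 2.35. In limma fits that each left out 1 of the 12 samples, the adjusted p-value was under 0.05 in 8 for let-7b and in 7 for let-7c. miR-433 fell by 5.72 (standard error 0.91, adjusted p = 0.00106), miR-301a fell by 5.04 (standard error 1.04, adjusted p = 0.00514) and miR-434-3p fell by 4.97 (standard error 1.12, adjusted p = 0.00864). The change was -4.37 for miR-503 (standard error 0.99) and -4.04 for miR-541 (standard error 0.75), with adjusted p-values of 0.00864 and 0.00314 in limma. miR-127 and miR-34a did not pass, with changes of -3.66 (standard error 1.19, adjusted p = 0.0554) and 2.15 (standard error 0.95, adjusted p = 0.139). The linear trend over age passed for miR-127 (adjusted p = 0.0258, limma) and not for miR-34a (adjusted p = 0.121). The mouse assay of miR-200b changed by 2.23 (adjusted p = 0.138) and the rat assay by 1.34 (adjusted p = 0.288), both from limma. miR-376b and miR-335-5p were not tested, since each had a CT in only 1 of the 3 samples at P25; miR-376b was at 2.75 ± 0.35 (SD, n = 3) at E20 and at -0.72 in that sample, and miR-335-5p at 2.03 ± 0.70 (SD, n = 3) at E20, with a CT of 38.3 in its 1 P25 sample. Gene symbols were matched to the GRCr8 assembly for 19 of the 21 named miRNAs. There Mir145 lies next to Mir143, Mir200a next to Mir200b, and Mir433 next to Mir127.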

The miRNA with the largest expression change, miR-375, increased more than 800-fold. This miRNA has been identified as being expressed in adult salivary glands. 

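miR-375, whose gene lies next to Cfap65 in the GRCr8 assembly, had the largest change between E20 and P25 of the 192 miRNAs tested. Its normalized value was -2.71 and -5.40 in the 2 E20 samples with a CT (mean -4.06), -0.58 ± 0.01 (SD, n = 2) at P5, 3.58 ± 1.54 (SD, n = 3) at P15 and 5.81 ± 0.60 (SD, n = 3) at P25. E20 replicate 2 and P5 replicate 1 gave no CT, and the 2 measured E20 wells had CT values of 34.6 and 37.7, where single wells are imprecise. With the missing values imputed, the log2 change from E20 to P25 was 8.09 (standard error 1.32, adjusted p = 0.00106, limma), a fold change of 273. The imputation shrank this change: it filled E20 replicate 2, which gave no CT, above both measured E20 wells. Over the measured values alone the change was 9.87, a fold change of 933, and with missing values set to CT 40 the fold change was 2224. Without E20 replicate 3 the log2 change was 6.33. All measured P25 values lay above all measured E20 values. Where miR-375 could be tested, its change was the largest by size under each reference and imputation tried except without normalization, where it ranked 4. Its adjusted p-value in limma was under 0.05 in 32 of the 33 settings in which it could be tested, settings chosen after the values were seen included. The highest, 0.841, came with the small nuclear RNAs as reference, whose wide spread between samples raised the standard errors.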

Its target gene, *Plag1*, is a transcription factor which stimulates proliferation, and the increase of miR-375 may therefore contribute to decreased proliferation during differentiation. *Plag1* is a proto-oncogene that is often up-regulated in pleomorphic adenomas of the salivary glands, a cancer that makes up 70% of parotid tumors. Expression of miR-375 is often down-regulated in salivary cancer cells [43].

**Fig 5:**
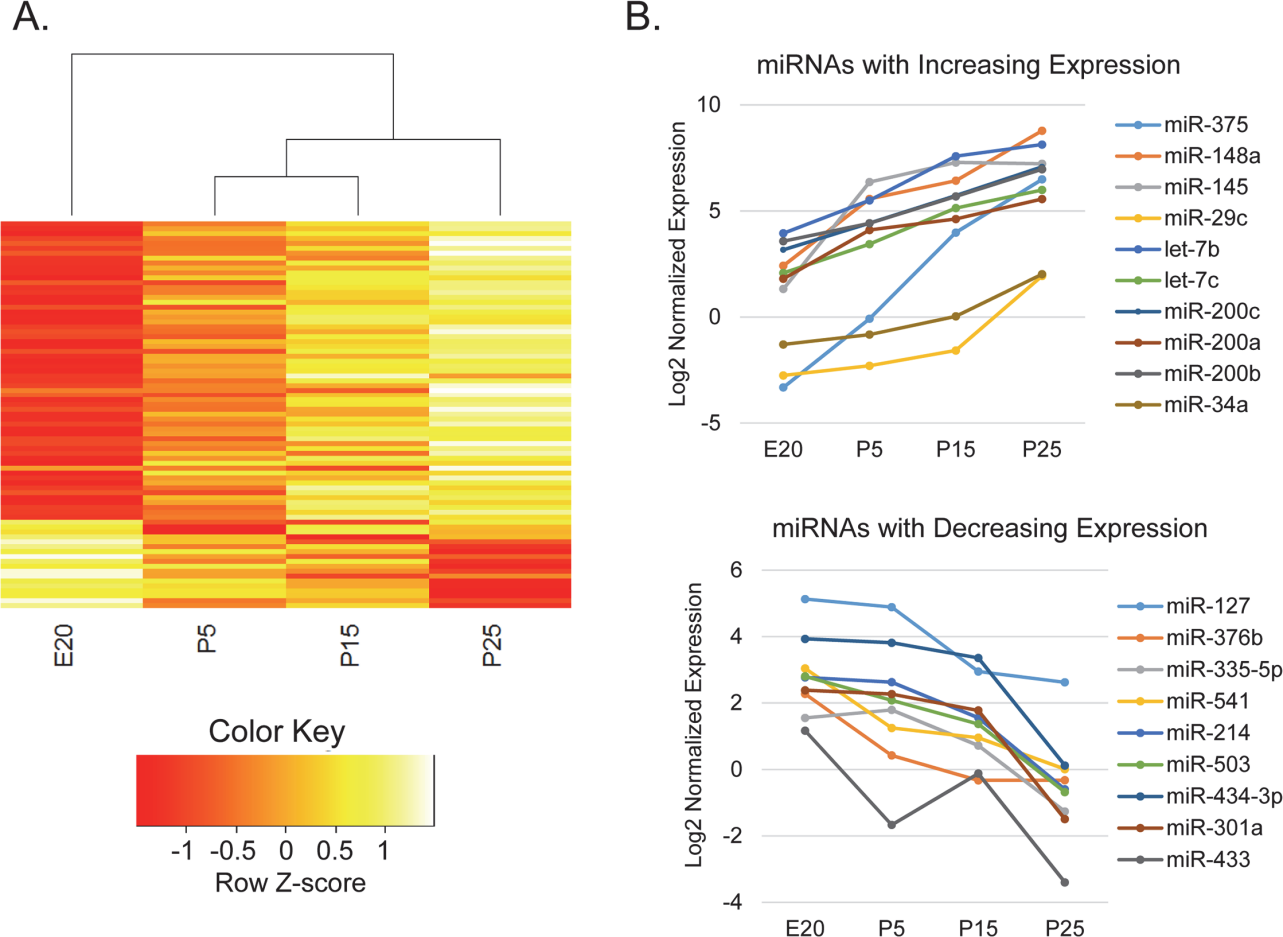
miRNA Expression Changes in Parotid Acinar Cell Differentiation. Significant expression changes in miRNAs are seen across parotid acinar cell differentiation. (A) Heatmap of 79 miRNAs that are differentially expressed during parotid acinar differentiation, by one-way ANOVA (p < 0.05). Heatmap was generated as in Fig 1. (B) Log2 plots of miRNAs with large significant expression changes.

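The means of the 4 time points were clustered over the 15 miRNAs called across them, each scaled to its own mean and SD, with 1 minus the Pearson correlation as distance and complete linkage. P15 and P25 joined first at a height of 0.389, E20 and P5 joined at 0.415, and the 2 pairs joined at 1.95. All 15 were chosen on these data and also differed between E20 and P25, so those ages lay apart from the start. The last height follows largely from scaling each miRNA to its mean over 4 values. Only which of P5 and P15 joined which end was left to the data. Average linkage and the other settings that could be clustered gave the same pairs, except the fit without E20 replicate 2, in which P5 joined P25 and E20 joined P15. Without E20 replicate 1 too few miRNAs were called to cluster.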

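The spread between replicates differed among the miRNAs. miR-148a lay between 2.48 and 3.69 in the 3 E20 samples and between 7.73 and 8.50 in the 3 P25 samples, so its change was larger than the spread between replicates. miR-433 had an SD of 0.35 at E20 and 1.71 at P5. In miR-301a and miR-434-3p the SD was 0.45 and 0.31 at E20 but 2.40 and 2.77 at P25.

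**Figure D2:**
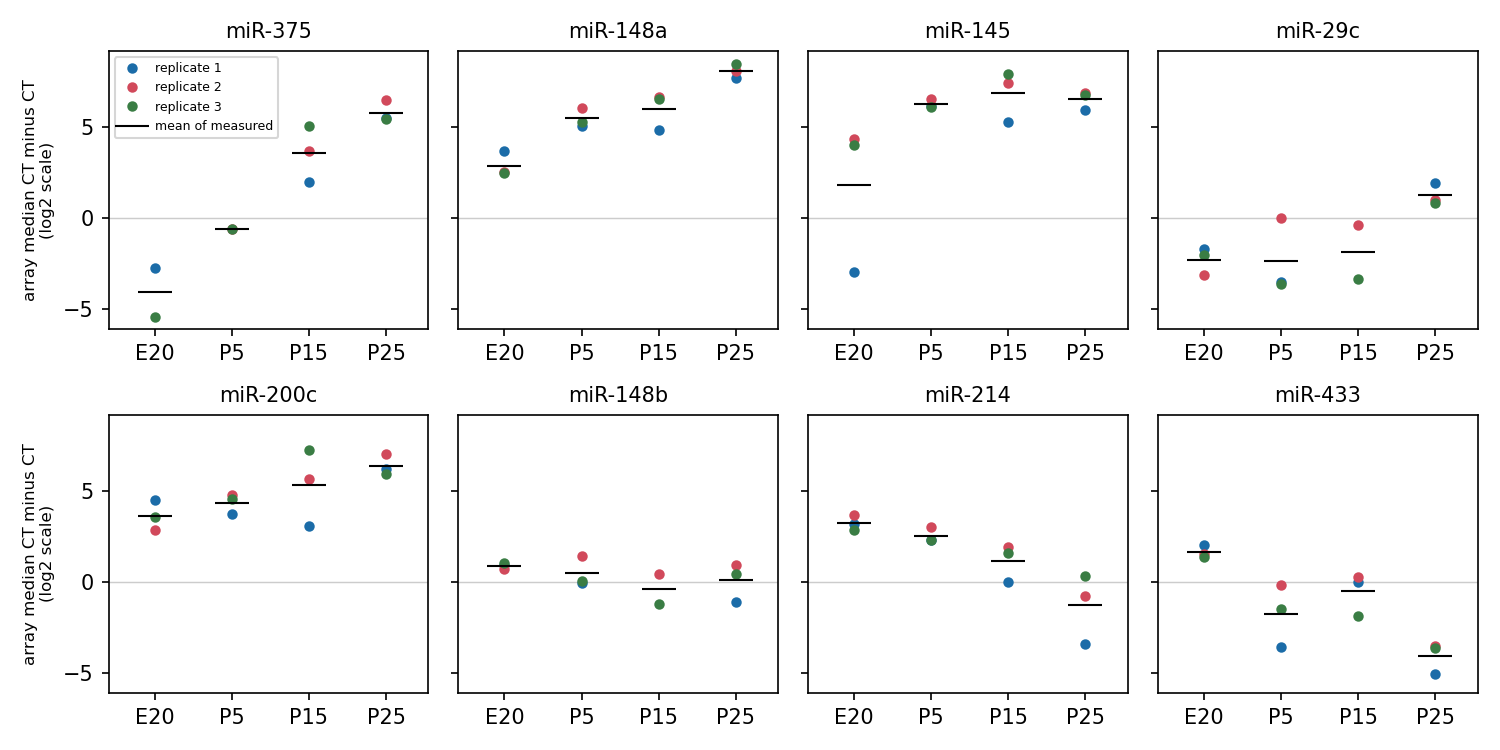
Array median CT minus CT, on a log2 scale, for 8 miRNAs at the 4 ages; points are samples colored by replicate number, black bars are means of the measured values, and a replicate without a point gave no CT. miR-375 rises from -4.06 at E20 to 5.81 at P25 and miR-433 falls from 1.65 to -4.08, while the low point of miR-145 at E20, at -2.97, is replicate 1.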

**Table 2:** MicroRNA Expression Changes between Time Points.

Time Point Comparisons	# of Differentially Expressed miRNAs
E20 vs. P5	1
E20 vs. P15	16
E20 vs. P25	64
P5 vs. P15	0
P5 vs. P25	7
P15 vs. P25	0

### Transcription factor and microRNA regulatory network modeling

mRNA data were integrated with the microRNA array data to identify potential targets which could have biological significance during differentiation. Briefly, potential targets of the 64 DE miRNAs (identified by ANOVA and t-test) were generated in silico from the collection of 2656 mRNAs that changed significantly during differentiation. The computer algorithm Targetscan [44] was used to compile a list of predicted targets; a miRNA core sequence in a target mRNA 3’UTR was essential for inclusion in the model. Differentially expressed mRNAs were considered as targets of interest, leading to the identification of 5184 potential target sites in 851 unique mRNAs (S8 Table). Interestingly, these genes are significantly enriched in DE cluster #1, and deficient in DE cluster #2 (Fig 2) (Fisher's exact test p-value < 0.05) (S9 Table) indicating that miRNAs may have an important impact on overall gene expression trends during differentiation. Of the decreasing genes in DE cluster #1, 32% are predicted to be direct targets of microRNAs which increased expression.

In order to identify regulatory pathways related to differentiation, all DE transcription factor mRNAs, as well as predicted targeting miRNAs were used to generate putative regulatory networks. The network was initially based on the profiles of transcription factor mRNA expression over time, consistent with Metacore knowledge-based interactions, including potential links to markers of terminal differentiation (*Psp*, amylase, RABs). Nodes (mRNAs or miRNAs) or edges (predicted interactions) were only included where the predicted interactions matched the observed changes (increases or decreases) of the transcription factor target gene mRNA over time. miRNAs predicted to target mRNAs in the constructed network were only included if their expression profiles had a statistically significant inverse correlation. Initial networks were expanded using Metacore's "expand" algorithm, filtering for transcription regulatory interactions involving DE genes generated in this study. The derived network based on the observed changes of gene expression is depicted in Fig 6, and was further investigated by transfection studies experimentally testing individual edges.

**Fig 6:**
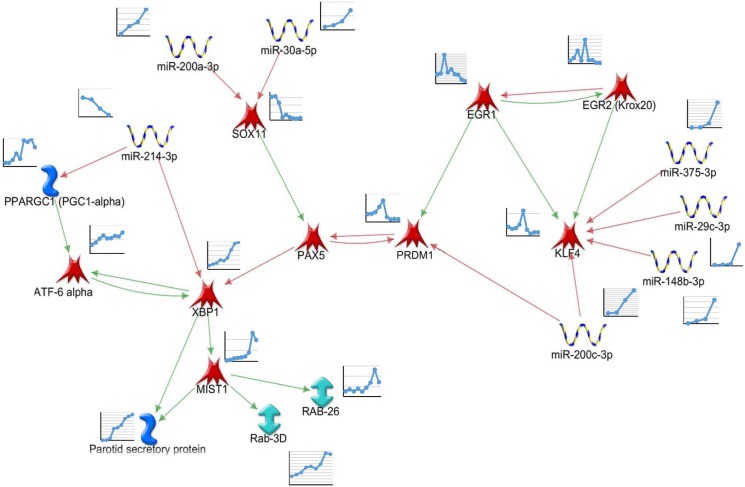
Regulatory Network Driving Markers of Acinar Cell Differentiation. Genes and miRNAs were analyzed for either consistent or inverse expression changes during the time points measured. Selected genes were analyzed by Network Analysis (Metacore) to identify gene regulatory interactions, focusing particularly on parotid specific markers of terminal differentiation. A green line in the network indicates transcriptional activation, while a red line indicates inhibition. MicroRNA target genes were identified through Metacore and/or Targetscan and subsequently tested for inverse correlation.

The hypothetical network (Fig 6) suggests that expression of *Egr1* early in development maintains expression of *Klf4 [45].* Similarly to the parotid, *Egr1* is highly expressed in hematopoietic stem cells and decreases on differentiation [46]. *Klf4* is involved in stem cell maintenance and inhibits terminal differentiation [47]. As development proceeds, the observed increases of miR-29c, miR-375, miR-148, and miR-200c may drive the observed decreased expression of *Klf4* mRNA. 

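miR-29c stayed at -2.27 ± 0.77 (SD, n = 3) at E20, -2.37 ± 2.06 (SD, n = 3) at P5 and -1.87 ± 2.09 (SD, n = 2) at P15, and reached 1.26 ± 0.60 (SD, n = 3) at P25. The log2 change from E20 to P25 was 3.53 (standard error 1.02, adjusted p = 0.0374, limma); its adjusted p-value stayed under 0.05 in 6 of the 12 fits that left out 1 sample. miR-148 was measured as miR-148a and miR-148b. miR-148a rose from 2.90 ± 0.68 (SD, n = 3) to 8.10 ± 0.38 (SD, n = 3), a log2 change of 5.20 (standard error 0.74, adjusted p = 0.000703). miR-148b went from 0.91 ± 0.15 (SD, n = 3) to 0.08 ± 1.07 (SD, n = 3), a log2 change of -0.82 (standard error 0.79, adjusted p = 0.488), which is within the replicate spread; its sign turned with the small nuclear RNAs as reference, to 0.18. The mouse assay of miR-200c changed by 2.75 (standard error 0.94, adjusted p = 0.0635, limma) and the rat assay by 2.03 (standard error 0.90, adjusted p = 0.139). In both assays the 3 P25 samples lay above every E20 sample. The mouse assay passed with the median of the miRNAs detected in all samples as reference, where its change was 2.99. The linear trend over age passed for the mouse assay (adjusted p = 0.0493, limma) and not for the rat assay (adjusted p = 0.0645). From the increases of these miRNAs, and target sites taken from Metacore or Targetscan and tested for inverse correlation, the paper proposes that they may lower Klf4 mRNA; of these miRNAs, the luciferase assays of Fig. 9B cover miR-29c and miR-200c.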

*Sox11* is initially strongly expressed, and is an activator of the *Pax5* gene, which is an inhibitor of *Xbp1* transcription factor gene expression [48]. 

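miR-200a was at 2.28 ± 1.22 (SD, n = 3) at E20, 4.02 ± 0.74 (SD, n = 3) at P5, 4.22 ± 1.75 (SD, n = 3) at P15 and 4.88 ± 0.47 (SD, n = 3) at P25. Its log2 change from E20 to P25 was 2.60 (standard error 0.92, adjusted p = 0.0716, limma), and it passed with the median of the miRNAs detected in all samples as reference, where the change was 2.84. miR-30a was at 1.57 ± 0.88 (SD, n = 3) at E20 and 3.13 ± 0.91 (SD, n = 3) at P25. Its change of 1.55 (standard error 0.80, adjusted p = 0.192; exact two-sided permutation test, p = 0.2 where 0.1 is the smallest possible) did not exceed the replicate spread in the test. It passed with the same reference as miR-200a, at a change of 1.79, and without normalization the change was -0.17.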

Increasing expression of miR-200a and miR-30a may combine to repress expression of *Sox11*, thereby decreasing stimulation of *Pax5*. *Prdm1* (*Blimp1*) mRNA increases transiently during mid-differentiation, which may inhibit *Pax5*. The *Prdm1*-*Pax5*-*Xbp1* genes are reported to form a genetic switch which regulates the timing of differentiation of antibody secreting plasma B cells [49, 50]. This genetic switch has not previously been seen in parotid differentiation, and may contribute to the observed increase of *Xbp1* mRNA.

The observed decrease of miR-214 which may target *Xbp1* mRNA, combined with the positive feedback loop between *Xbp1* and *Atf6* alpha [51, 52], would help maintain the observed elevated expression of *Xbp1*. 

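miR-214, whose gene lies next to Mir199a2 in GRCr8, was at 3.25 ± 0.41 (SD, n = 3) at E20, 2.55 ± 0.43 (SD, n = 3) at P5, 1.16 ± 1.02 (SD, n = 3) at P15 and -1.28 ± 1.92 (SD, n = 3) at P25. The log2 change from E20 to P25 was -4.53 (standard error 0.91, adjusted p = 0.00466, limma). All 3 P25 samples lay below all 3 E20 samples (exact two-sided permutation test, p = 0.1, the smallest possible). The change ranged from -5.34, without P25 replicate 3, to -3.47, without P25 replicate 1, in the fits that each left out 1 sample, and its adjusted p-value was under 0.05 in all 12 of them. With the small nuclear RNAs as reference, which themselves vary widely between samples, the change was -3.52 and did not pass.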

The observed increases in expression of *Xbp1* and *Mist1* likely contribute to stimulating markers of terminal differentiation in the parotid gland such as salivary proteins and secretion-related proteins (as in Quad Cluster #6, above) and structural organization of the acinar cell [15].

Eight of the proposed regulatory interactions (edges) of this network were directly tested by transfection experiments. According to the network, *Xbp1* is directly up-stream of *Mist1* (Bhlha15) [53] [54]. *Mist1* and *Xbp1* in vivo expression increases 21-fold and 6.5-fold respectively between the earliest and latest time points (Fig 7A). Their expression pattern was significantly correlated across the time points measured (correlation coefficient = 0.97, p-value = 1.4*10^–5^) (Fig 7B). Transfections of a *Mist1* promoter (-500 - +15) luciferase construct into immortalized rat parotid acinar cells (ParC5 cell line) confirmed direct activation of the *Mist1* promoter by the spliced (activated) form of *Xbp1* (Fig 7C). This experimentally supports the predicted interaction in this network.

**Fig 7:**
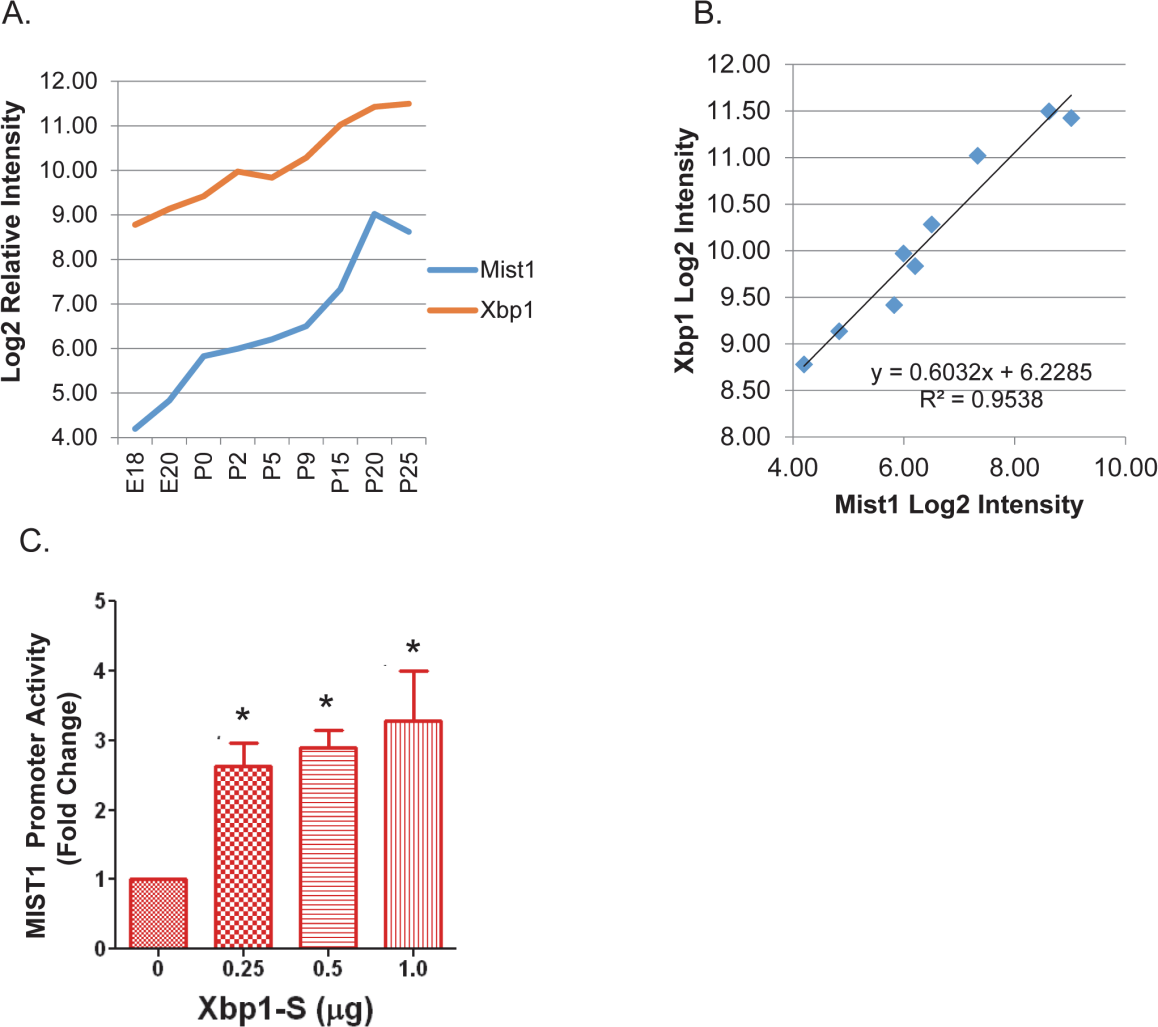
*Xbp1* Regulates *Mist1* Expression during Parotid Differentiation. (A) Log2 plot of microarray data for *Xbp1* and *Mist1*. (B) Expression of *Xbp1* and *Mist1* is highly correlated across parotid differentiation. Plot of Log2 *Xbp1* vs. Log2 *Mist1* shows a linear trend with R^2^ = 0.9538. (C) Luciferase assay shows activation of *Mist1* promoter by *Xbp1* in ParC5 cells. Increasing amount of *Xbp1*-S (spliced *Xbp1*) cDNA/well (0.25 μg, 0.5 μg, and 1 μg) were co-transfected with a luciferase expression plasmid driven by a *Mist1* promoter. Significant increase in luciferase expression was observed for all concentrations of *Xbp1*-S (p = 0.017, p = 0.01, and p = 0.05 respectively) (n = 3).

Since our goal is to suggest a regulatory network relevant to parotid differentiation, an important consideration was to anchor the predicted network to key parotid-specific proteins. Little is known regarding which transcription factors regulate major salivary proteins such as *Psp* or amylase. *Psp* expression increases dramatically during acinar differentiation, particularly after birth. The tissue specific promoter region of this gene has been identified [55], but the transcription factors regulating its expression remain unidentified. Two CCACG boxes were identified -36 and -48 bp upstream of the transcription start site (S6 Fig). This sequence is part of the ER stress response element (ESRE) and is a consensus sequence for *Xbp1* binding [51]. The spliced form of *Xbp1* (*Xbp1*-S) activated the 500 bp and 1kb *Psp* promoter in luciferase transfection experiments in ParC5 cells (Fig 8A). This supports that edge within the network, and indicates that *Xbp1* may directly contribute to the observed increase of *Psp* mRNA expression during development.

**Fig 8:**
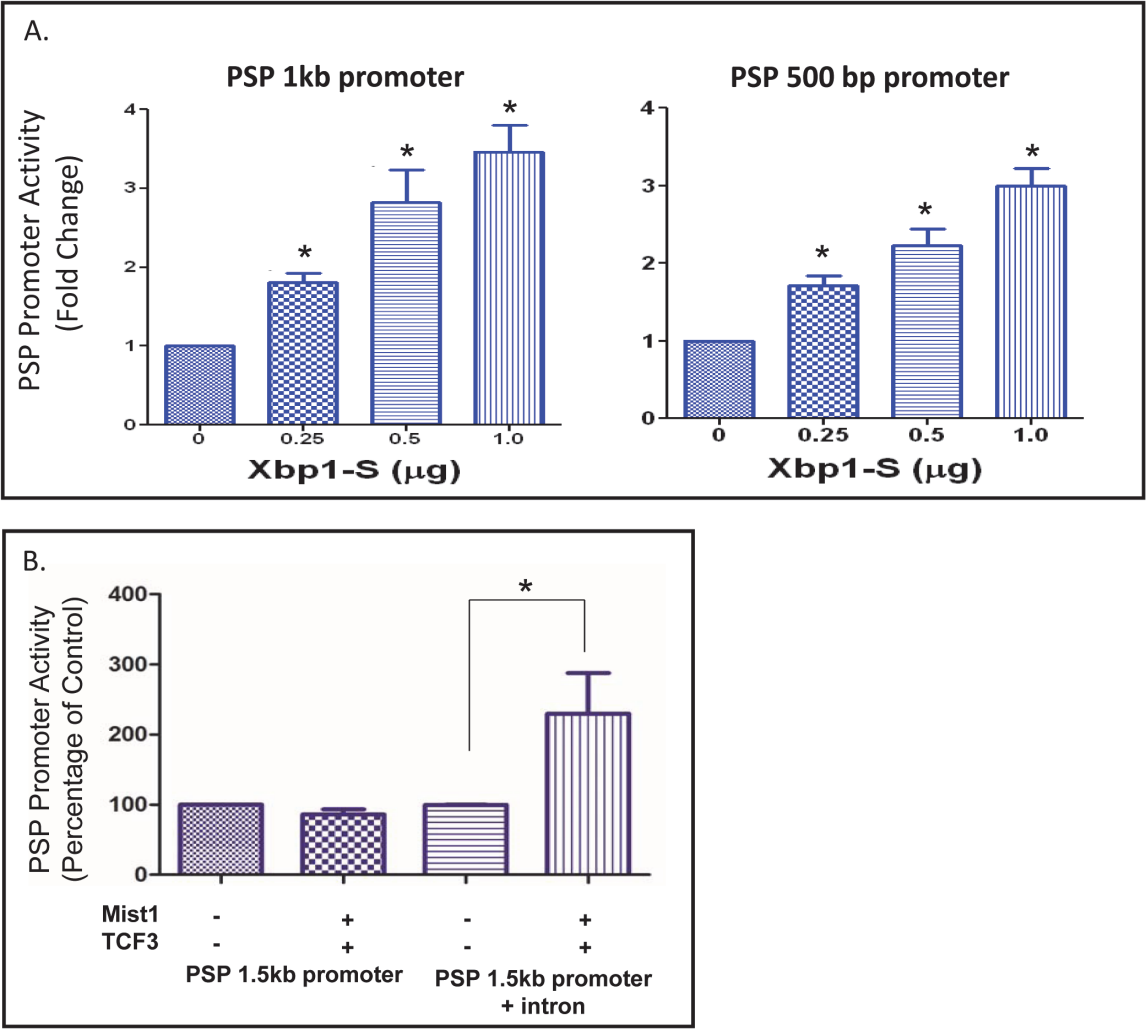
*Psp* is Directly Regulated by both *Xbp1* and *Mist1*. (A) *Xbp1* activates the *Psp* promoter. Increasing amounts of *Xbp1*-S cDNA was co-transfected into ParC5 cells along with a luciferase expression plasmid driven by either a 500 bp or 1 kb fragment of the *Psp* promoter region. Analysis was performed by t-test. Expression of luciferase driven by 1 kb *Psp* promoter increases significantly upon increasing transfection of *Xbp1*-S (p = 0.007, 0.02, and 0.005 respectively). The same is seen with the 500bp *Psp* promoter (p = 0.01, 0.01, and 0.003 respectively) (n = 3). (B) *Mist1* activates the *Psp* promoter through interactions with intronic sequences. Luciferase expression was driven by either a 1.5 kb fragment of the *Psp* promoter or the 1.5 kb fragment along with 1320 bp of intronic sequence flanking exon 3 that contains two E-boxes. Promoter plasmids were co-transfected with *Mist1* and *Tcf3* cDNA expression plasmids. Analysis was performed by t-test (p = 0.02) (n = 4).

Regulation of the *Psp* gene by the *Mist1* transcription factor was also investigated. Co-transfection of *Mist1* cDNA did not lead to activation of the *Psp* 500 bp promoter (not shown), nor did it activate a 1.5 kbp *Psp* promoter construct even in the presence of the *Mist1* dimerization partner *Tcf3*/E2A [56](Fig 8B). Sequence analysis indicated the presence of two E-box sequences (CAGCTG) flanking exon 3 in the rat *Psp* gene. Since these are *Mist1* consensus binding sites, a 1320 bp rat DNA fragment from the end of exon 2 through the start of exon 4 was cloned (S1 Table) into the 1.5 kbp *Psp* promoter-luciferase construct. This promoter+exon construct was activated 2.3-fold by co-transfection with *Mist1* and *Tcf3* cDNAs (p = 0.0227), whereas the 1.5 kbp *Psp* promoter was not activated (Fig 8B). Neither *Tcf3* nor *Mist1* alone significantly activated the *Psp* reporter construct (not shown). *Tcf3* was included in these experiments as a heterodimerization partner with *Mist1*. Since *Tcf3* mRNA was not differentially expressed (p = 0.25), it is not included in the proposed regulatory network, however, it is constitutively expressed throughout acinar cell differentiation. While *Tcf3* is typically present in most cell types, it apparently has inadequate levels in the ParC5 cells used for transfections. Overall, these experiments indicate that the increase of *Mist1* expression during acinar differentiation contributes to the increase of *Psp* gene expression through binding sites flanking exon 3.

Seven miRNAs are included in the network through predicted target sites in five of the transcription factor mRNAs (Fig 6). Four miRNAs, which increased expression late in differentiation, are predicted to target *Klf4* mRNA. This includes miR-29c, which has been shown to regulate *Klf4* expression in breast cancer cells. 

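From P15 to P25, miR-29c changed by 2.81 on the log2 scale (standard error 1.02), miR-375 by 2.23 (standard error 1.32), miR-148a by 2.07 (standard error 0.74), the mouse assay of miR-200c by 1.07 (standard error 0.94) and its rat assay by 0.40 (standard error 0.90). None of these steps passed in the limma contrast, in which the adjusted p-values were 0.277, 0.796, 0.277, 0.932 and 0.948. Without P15 replicate 1 the step of miR-200c turned to -0.05 in the mouse and -0.63 in the rat assay, and that of miR-375 was 1.42; the rat assay also turned, to -0.02, without P25 replicate 2. From E20 to P5, miR-148a had already risen by 2.59 and miR-375 by 2.47, while miR-29c changed by -0.10 and miR-200c by 0.70 in the mouse and -0.21 in the rat assay; the adjusted p-values of these steps in limma were 0.204, 0.649, 0.983, 0.854 and 0.944. The early rise of miR-375 was 0.72 without E20 replicate 3 and 4.24 without E20 replicate 2, and the change of miR-29c ran from -1.29, without P5 replicate 2, to 0.53, without P5 replicate 3. It was 1.03 when a CT above 37 was taken as not detected, and with the median taken after imputation, a reference chosen after the values were seen, it turned to 0.33 and the rat assay of miR-200c to 0.22. Of the alternatives, the median of the miRNAs detected in all samples called the early rise of miR-148a, and adjustment over the miRNAs called across the 4 time points called both of its steps; among settings chosen after the values were seen, some called the steps of miR-148a or the late step of miR-29c.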

Loss of miR-29c in those cells results in dedifferentiation due to *Klf4*, leading to a population of stem-like cells [57]. Fig 9A shows the Log2 relative expression of miR-29c during acinar differentiation compared to that of *Klf4* mRNA. *Klf4* does not decrease in expression until late in postnatal development when miR-29c increases. Expression of these two genes are negatively correlated across acinar differentiation (Pearson’s r = -0.79; p = 0.011). In order to test potential miRNA target genes, HEK293 cells were co-transfected with a miRNA mimic and a luciferase expressing plasmid containing a 3'UTR of interest. Transfection experiments confirmed repression of rat *Klf4* by miR-29c (Fig 9B). Several other miRNAs are predicted to target *Klf4*, among them miR-200c, which has relatively low expression in the embryo and early postnatal gland but significantly increased in expression by P15. It has been shown that *Klf4* is targeted by miR-200c [57, 58], and luciferase assays confirmed this interaction in a parotid cell line (Fig 9B).

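The mouse assay of miR-200c was at 3.65 ± 0.84 (SD, n = 3) at E20, 4.35 ± 0.55 (SD, n = 3) at P5, 5.33 ± 2.12 (SD, n = 3) at P15, and it lay between 5.93 and 7.04 in the 3 P25 samples. The rat assay was at 4.31 ± 0.46, 4.10 ± 0.44, 5.94 ± 1.98 and 6.34 ± 0.74 (SD, n = 3 each). From E20 to P15 the log2 change was 1.68 (standard error 0.94, adjusted p = 0.331, limma) and 1.63 (standard error 0.90, adjusted p = 0.325). P15 replicate 1, the sample with the fewest detected miRNAs, was at 3.07 in the mouse assay and the other P15 samples were at 5.64 and 7.27. Single P15 samples decide the size of this step: without P15 replicate 1 it was 2.80 and 2.66 in the mouse and the rat assay, and without P15 replicate 3 it was 0.70 and 0.69, and neither fit called it. The change by P15 passed under 3 settings chosen after the values were seen, and under no other setting.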

**Fig 9:**
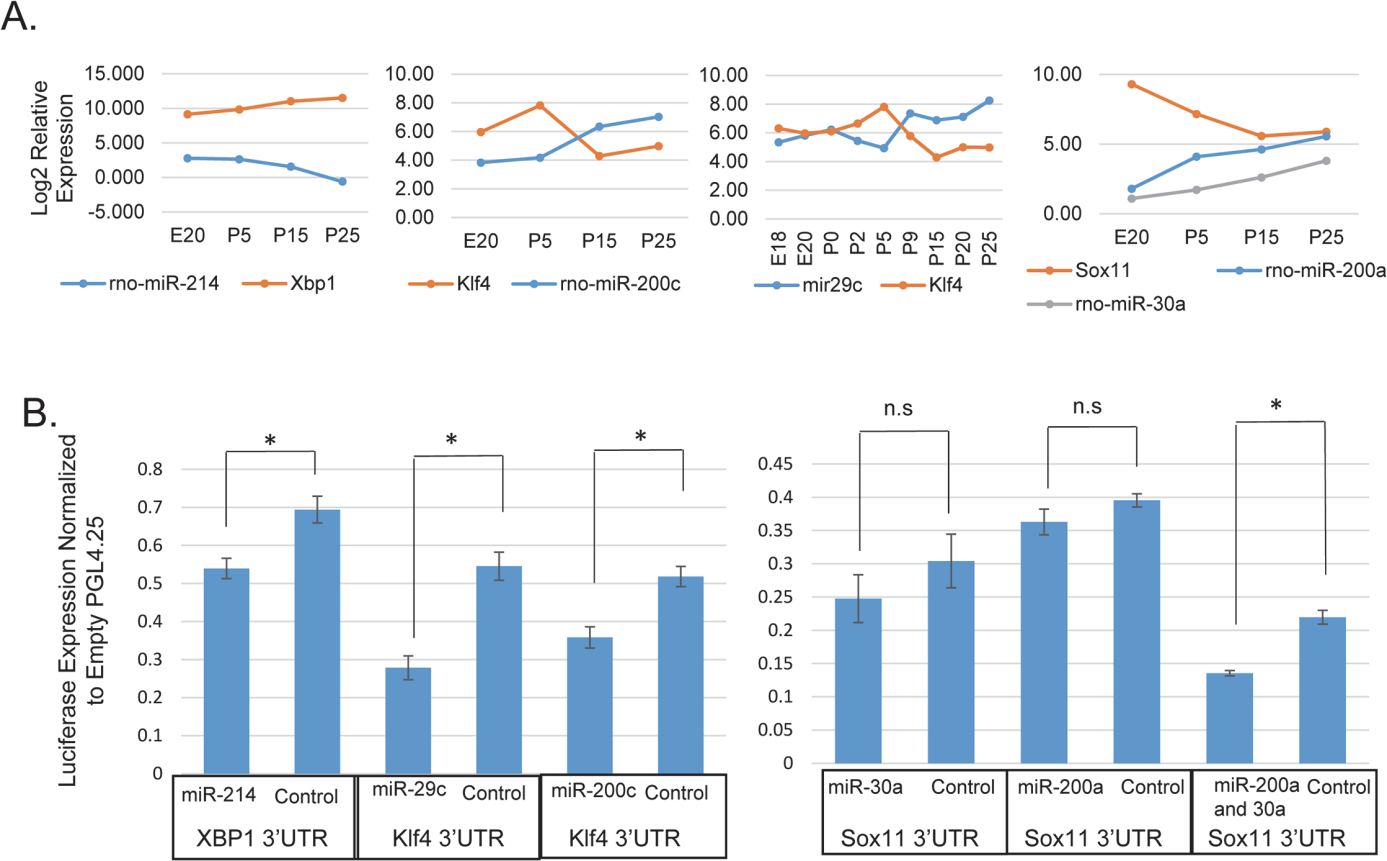
miRNA Target Genes Involved in a Regulatory Network. (A) Log2 plots of microarray and qPCR expression profiles for miRNAs and their predicted target genes: miR-214, and *Xbp1*; miR-29c, miR-200c and *Klf4*; and miR-30a, miR-200a, and *Sox11*. (B) miRNAs repress expression of their target genes as shown by luciferase assay. 3'UTRs were cloned downstream of luciferase and co-transfected along with a miRNA mimic. Analysis was done by two-sample t-test as in Jacobs et al. [38] comparing the targeting miRNA with a control miRNA. (n = 3 for miR-29c, miR-200a, miR-200c, and miR-200a/30a) (n = 4 for miR-30a and miR-214) (p = 0.014, 0.012, 0.025, 0.28, 0.23, and 0.017 respectively).

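Fitted over the 12 samples, the log2 change of miR-214 corresponds to a 23.1-fold decrease from E20 to P25, or an 18.3-fold one if each cycle multiplies the template by 1.9 in place of 2. The 3 wells at P25 had CT values of 37.6, 34.5 and 33.3, so the P25 level is measured less precisely than the E20 level, where the CT values were 28.7, 28.5 and 29.4. The size of the decrease rests on single P25 samples: it was 11.1-fold without P25 replicate 1 and 40.5-fold without P25 replicate 3. It also moved with the processing, to 11.5-fold with the small nuclear RNAs as reference, 76.1-fold without normalization and 10.9-fold with a CT above 35 taken as not detected. Among settings chosen after the values were seen, it was lowest, at 7.99-fold, with detection in at least 6 of the 12 samples and missing values at CT 40 before the median.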

*Xbp1* mRNA increased expression 6.5-fold across differentiation, while its targeting miR-214 decreased more than 10-fold (Fig 9A). *Xbp1* 3'UTR contains a known miR-214 binding site in humans [59]. Although this sequence is not conserved in rats (S7 Fig), the rat 3'UTR contains an alternate miR-214 predicted binding site, which was cloned into a reporter, and co-transfection experiments demonstrate repression of rat *Xbp1* by miR-214 (Fig 9B).

*Sox11* expression decreased significantly after birth, and it is predicted to be targeted by several differentially expressed miRNAs. Assays with miR-200a, and miR-30a did not show any repression of the reporter, however, a construct containing binding sites for both miR-200a and miR-30a was repressed when co-transfected with both miRNAs (Fig 9B), indicating that these miRNAs are acting cooperatively to repress expression. Taken together, these miRNA transfection experiments provide experimental support for five of the edges in the proposed network.

## Discussion

Terminal differentiation involves enduring changes in the gene expression patterns of a cell. We have defined profiles of expression of mRNAs and microRNAs across the month-long process of parotid acinar cell differentiation. Based on these profiles, we have generated a regulatory network which suggests transitions in gene expression driving parotid differentiation. The focus on acinar cell differentiation is supported by the use of laser-capture microdissection to isolate developing acinar cells at multiple time points. Incorporating time as a variable in this study allows comparison of the profile of expression of a transcription factor mRNA with the profile of a putative regulated gene. Co-variance supports inclusion of the transcription factor and its target gene in the regulatory network. Similarly, microRNAs were only included in the network when the profile of expression of the microRNA was inversely related to that of the target mRNA. This ensures that the network has both knowledge-based and expression level support which strengthens the results. This putative network provides a context for changes in transcription factors which regulate differentiation. The network identifies two main branches; initial expression of stemness factors (*Sox11*, *Klf4*, *and EGR1*, *none of which have been describe before in parotid differentiation*) which inhibit differentiation, and subsequent switch to an *Xbp1* pathway which drives and maintains markers of terminal differentiation. Our network suggests that Klf4 is initially regulated by Egr1 and, remarkably, subsequently repressed by 4 different miRNAs which increase strongly in the late stages. We demonstrate that either miR-200c or miR-29c can down-regulate the expression of *Klf4*. By affecting its expression, these miRNAs could be important drivers of terminal differentiation. This is one example of the broad observation that miRNAs have extensive roles driving parotid differentiation. Remarkably, 52 significantly increasing miRNAs target 524 significantly decreasing mRNAs, potentially contributing to direct regulation of 32% of the DE cluster #1 mRNAs.

*Sox11* expression was elevated in embryonic stage acinar cells, decreasing dramatically immediately after birth apparently due to concerted action by both miR-200a and miR-30a. *Sox11* is important in neurogenesis and involved in stem cell survival [60], and its down-stream factor, Tead2, is involved in maintaining ES cell identity and inhibiting differentiation [61]. In our mRNA profiles, *Tead2* directly parallels *Sox11* expression across parotid differentiation. Hence, repressing *Sox11* promotes differentiation and also diminishes a stemness program. *Sox11* directly activates transcription of the *Pax5* gene [48]. *Sox11* is not expressed in normal lymphoid progenitor cells, however, in mantle cell lymphoma tumors it activates *Pax5* thereby blocking differentiation [48]. While *Pax5* probes were not present in the microarray used in the current experiments, we infer that its expression decreases downstream of *Sox11* expression changes. Pax5 is a transcriptional inhibitor of *Xbp1*, and decreasing its expression would contribute to *Xbp1* activation. The *Prdm1*-*Pax5*-*Xbp1* genetic switch is well characterized in differentiating immune plasma cells [49, 50], and we suggest is active in parotid acinar cells, with the additional regulation by *Sox11*.

Parotid acinar expression of *Xbp1* is apparently maintained low in the embryo by dual repression entailing both direct repression by miR-214, and indirectly by *Sox11* activating the Pax5 repressor. Studies of *Xbp1* knockout mice have underscored the requirement for this transcription factor in pancreatic acinar development [24]. Pancreatic acinar cells of *Xbp1* null mice have poorly organized and sparse ER, virtually no secretory granules and pancreatic amylase is almost undetectable. In contrast, the submandibular salivary gland is less profoundly affected showing abundant secretory granules (although smaller), and only a 50% reduction of salivary amylase [24]. While the parotid gland in *Xbp1*-null mice was not described, based on the proposed regulatory network we would predict a dramatic impairment of parotid differentiation, more similar to the pancreas. Xbp1 and Mist1 likely work as 'scaling' factors, a concept developed by Mills et al. [62] which contributes to quantitative differentiation.

Downstream of *Xbp1*, the serous exocrine specific transcription factor *Mist1* is up-regulated. We confirm direct regulation of the *Mist1* promoter by *Xbp1* in a parotid cell line (Fig 7C). Several *Mist1* target genes (*Rab3D* and *Rab26*) are also up-regulated, likely contributing to cell maturation [63]. We also used parotid secretory protein (*Psp*, *Bpifa2*) as a marker of terminal differentiation since it is almost exclusively expressed in parotid acinar cells and is one of the most abundant salivary proteins. PSP is a lipid and LPS-binding salivary protein with anti-inflammatory and antimicrobial activity [64, 65]. Transfection studies (Fig 8) demonstrate for the first time that either *Xbp1* or *Mist1* can directly activate expression of the *Psp* gene, acting at binding sites either in the promoter (*Xbp1*) or in introns (*Mist1*). In the *Mist1* knockout mice both pancreatic and parotid acinar cells are severely disorganized, although some secretory granules are present and *Rab3D* mRNA is expressed at 50% of normal [17]. Our observation that either *Xbp1* or *Mist1* can activate *Psp* suggests that the incomplete disruption of the acinar phenotype in *Mist1*-null parotid may be due to the ability of *Xbp1* to ‘work around’ *Mist1* to activate terminal markers of differentiation. In this view, *Xbp1* and *Mist1* act in concert, rather than sequentially, to drive differentiation.

Additional new insights from the mRNA profiles include transient up-regulation of *Pparg* along with 18 of its downstream targets (Fig 3). Expression of these genes was low in the embryo, but then increased, particularly after birth, to peak at P5. Expression then decreased sharply to return to basal level prior to P20. *Pparg* is an important driver of adipocyte differentiation, but its role in the salivary gland has not been investigated. According to our data, both *Rxra* and *Rara* are expressed throughout acinar cell development. Either of these genes could be available for dimerization with *Pparg*. The cofactor *Pgc1α* (also termed *Ppargc1*) mRNA is strongly up-regulated following the *Pparg*-related peak, potentially through *Pparg* and RXR binding sites within the *Pgc1α* gene. *Pgc1α/β* directs maturation of cardiac myocytes [66], and could contribute to maintaining ATF6α expression during differentiation of the parotid. However, the role of the transient expression of *Pparg* and related factors in parotid differentiation remains unknown.

We have used LCM to isolate developing parotid acinar cells in a nearly comprehensive approach to identify profiles of mRNAs and miRNAs which drive terminal differentiation. Cluster analysis shows 4 stages of development with strongly increased expression of key parotid genes, including several secreted cargo proteins, in the final stage (Fig 6B). Data from 27 microarrays plus additional miRNA arrays generated a transcription factor regulatory network which provides important context for transcriptional changes which drive parotid differentiation. We have validated 8 of the edges in the proposed network, and other edges are supported by interactions reported in other tissues. Future work is needed to expand this network to include extracellular signaling pathways and epigenetic changes which are important for differentiation. Nonetheless, the genes identified in this network provide additional targets and markers for research into bioengineering or regeneration of salivary glands. Characterization of expression of these genes during radiation-induced destruction of salivary glands may contribute to a molecular understanding of the loss of salivary function.

## Supporting Information

S1 Fig LCM Cap Images. Using LCM, parotid acini were able to be isolated in both embryonic and postnatal tissue. (A) H&E stained cryosections (5 μm) of rat parotid gland from embryonic day 20 (E20) and postnatal day 25 (P25). (B) Subsequent capture of cells on LCM cap, shows acinar cell isolation without appreciable contamination of ductal cells or connective tissue.
(PDF) Click here for additional data file.

S2 Fig qPCR Validation of Microarray Measurements. Taqman qRT-PCR was run on triplicate RNA samples spanning nine time points of parotid acinar differentiation, using primers that amplify *Psp*, *Xbp1*, and *Nupr1*. Expression of *Rplp2* was used for normalization. The expression profiles (plotted in Log base 10) replicate the increase in expression seen in the microarrays.
(PDF) Click here for additional data file.

S3 Fig Heatmap of Genes with Quadratic Expression Pattern. Quadratic regression was used to identify mRNAs with expression profiles that significantly match a quadratic model.430 were identified as having a significant match (p-value = 0.05) and a heatmap was generated using a dissimilarity distance matrix.
(PDF) Click here for additional data file.

S4 Fig Cluster Analysis of Genes with Cubic Pattern. Genes with a significant cubic trend were clustered into the above 5 expression profiles. Only 18 genes were available for clustering and most clusters have only a few genes.
(PDF) Click here for additional data file.

S5 Fig Linear Regression of miRNA Expression Data. 69 miRNAs have a significant linear trend and are divided into two clusters. 55 increase in expression, while 14 decrease. Normalized CT values for each microRNA were scaled to a mean = 0 and stdev = 1 before plotting in gray. The red line traces the average expression for the cluster.
(PDF) Click here for additional data file.

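Of the 27 miRNAs with a linear trend over age in the deposited CT values, 22 were also called between E20 and P25.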

S6 Fig Transcription Factor Binding Sites in the Rat *Psp* Gene. (A) the *Psp* promoter contains two CCACG boxes which is a consensus sequence for *Xbp1* binding. (B) Two E-boxes flank exon 3 in the *Psp* gene which match the Mist1-binding consensus sequence.
(PDF) Click here for additional data file.

S7 Fig MiR-214 Target Sites in Rat Xbp1. (A) The human miR-214 binding site in the Xbp1 3'UTR is not conserved in rat (targetscan.org). (B) However the rat sequence contains a predicted miR-214 binding site about 600 bp upstream.
(PDF) Click here for additional data file.

S1 Table Cloning Primers. Cloning primers used for luciferase based assays.
(PDF) Click here for additional data file.

S2 Table Enrichment Analysis Cluster 1. GO enrichment analysis of DE cluster #1 (Fig 2).
(XLSX) Click here for additional data file.

S3 Table Enrichment Analysis Cluster 2. GO enrichment analysis of DE cluster #2 (Fig 2).
(XLSX) Click here for additional data file.

S4 Table Transcription Factor Enrichment Cluster 2. Enrichment of transcription factor targets in DE cluster #2 (Fig 2).
(PDF) Click here for additional data file.

S5 Table Enrichment Analysis Cluster 4. GO enrichment analysis of DE cluster #4 (Fig 2).
(XLSX) Click here for additional data file.

S6 Table Enrichment Analysis Quadratic Cluster 1. GO enrichment analysis of quadratic cluster #1 (Fig 4).
(XLSX) Click here for additional data file.

S7 Table Enrichment Analysis Quadratic Cluster 7. GO enrichment analysis of quadratic cluster #7 (Fig 4).
(XLSX) Click here for additional data file.

S8 Table Predicted miRNA Targets. Predicted target genes were generated in Targetscan for differentially expressed miRNAs.
(XLSX) Click here for additional data file.

S9 Table miRNA Target Enrichment. Target gene enrichment analysis. Enrichment of DE clusters in predicted miRNA target genes.
(XLSX) Click here for additional data file.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S1 Fig — Using LCM, parotid acini were able to be isolated in both embryonic and postnatal tissue. (A) H&E stained cryosections (5 μm) of rat parotid gland from embryonic day 20 (E20) and postnatal day 25 (P25). (B) Subsequent capture of cells on LCM cap, shows acinar cell isolation without appreciable contamination of ductal cells or connective tissue.

A.

E20

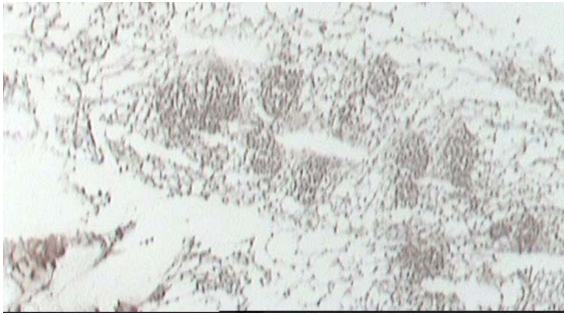

P25

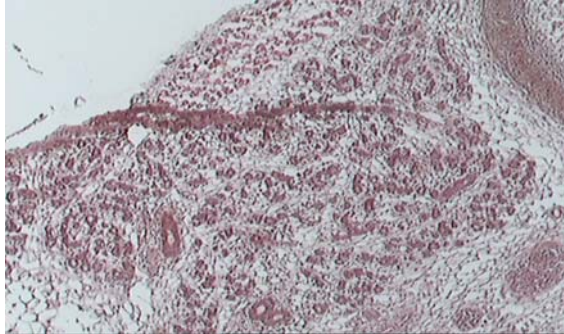

B.

E20

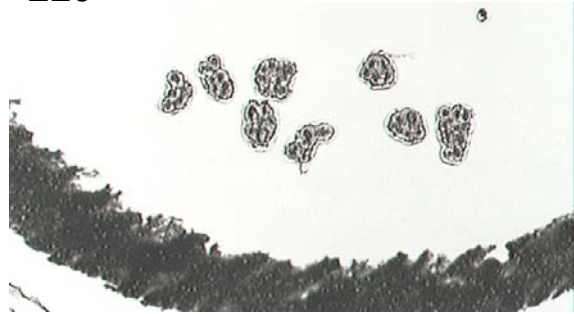

P25

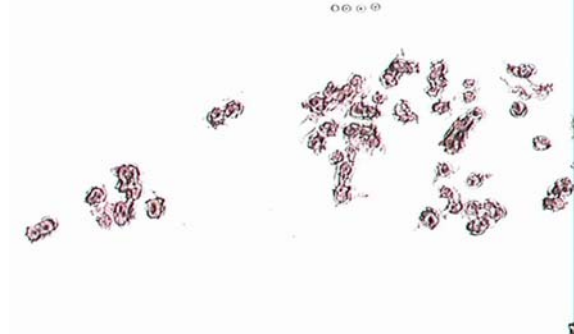

**Figure S1.** Using LCM, parotid acini were able to be isolated in both embryonic and postnatal tissue. (A) H&E stained cryo-sections (5 $\mu$ m) of rat parotid gland from embryonic day 20 (E20) and postnatal day 25 (P25). (B) Subsequent capture of cells on LCM cap, shows acinar cell isolation without appreciable contamination of ductal cells or connective tissue.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153

**Figure S2. Microarray Validation.** Taqman qRT-PCR was run on triplicate RNA samples spanning nine time points of parotid acinar differentiation, using primers that amplify *Psp*, *Xbp1*, and *Nupr1*. Expression of *Rplp2* was used for normalization. The expression profiles (plotted in Log base 10) replicate the increase in expression seen in the microarrays.

A. Expression of *Psp* during parotid gland development

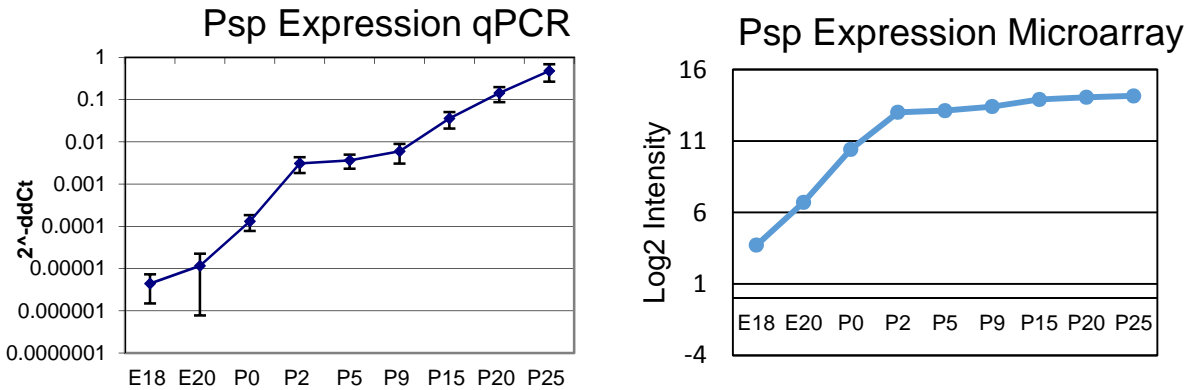

B. *Xbp1* expression during parotid gland development

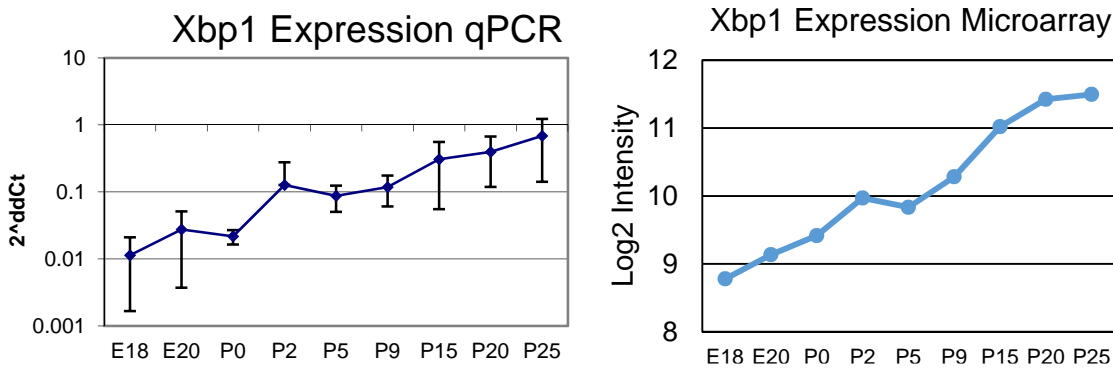

C. Expression of *Nupr1* during parotid gland development

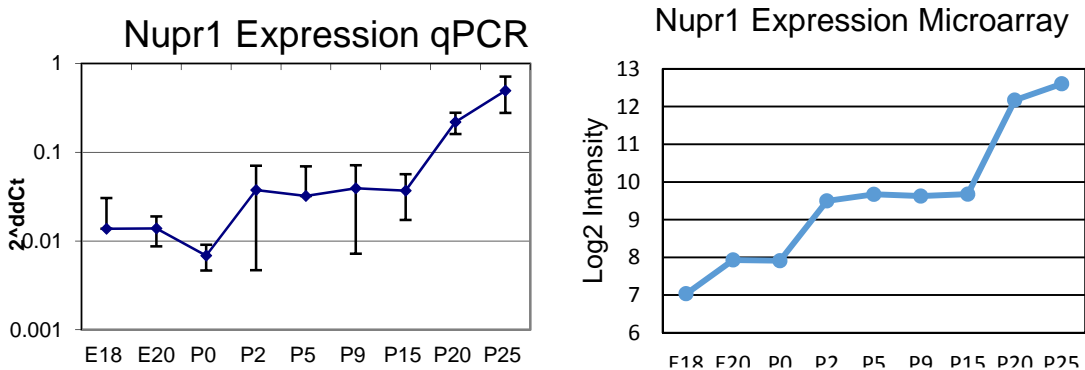

**Supplement:** S2 Fig — Taqman qRT-PCR was run on triplicate RNA samples spanning nine time points of parotid acinar differentiation, using primers that amplify Psp, Xbp1, and Nupr1. Expression of Rplp2 was used for normalization. The expression profiles (plotted in Log base 10) replicate the increase in expression seen in the microarrays.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153

**Figure S3.** Quadratic regression was used to identify mRNAs with expression profiles that significantly match a quadratic model. 430 were identified as having a significant match (p-value= 0.05) and a heatmap was generated using a dissimilarity distance matrix.

mRNAs with a Significant Match to Quadratic Models of Expression

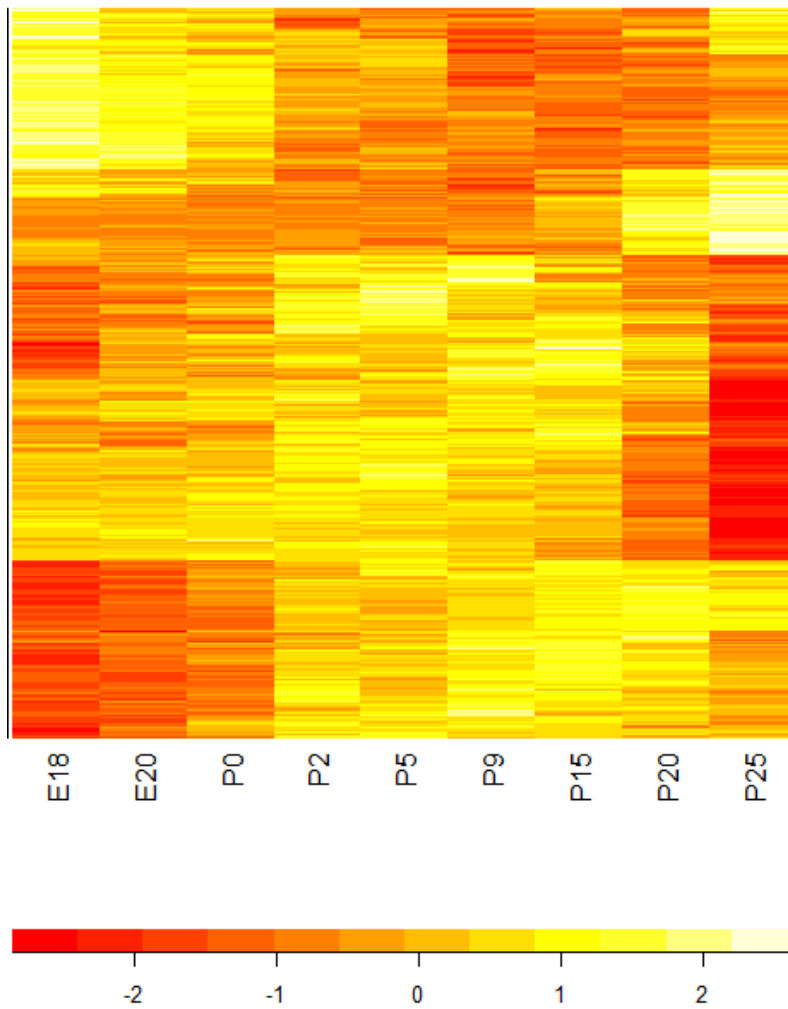

**Supplement:** S3 Fig — Quadratic regression was used to identify mRNAs with expression profiles that significantly match a quadratic model.430 were identified as having a significant match (p-value = 0.05) and a heatmap was generated using a dissimilarity distance matrix.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S4 Fig — Genes with a significant cubic trend were clustered into the above 5 expression profiles. Only 18 genes were available for clustering and most clusters have only a few genes.

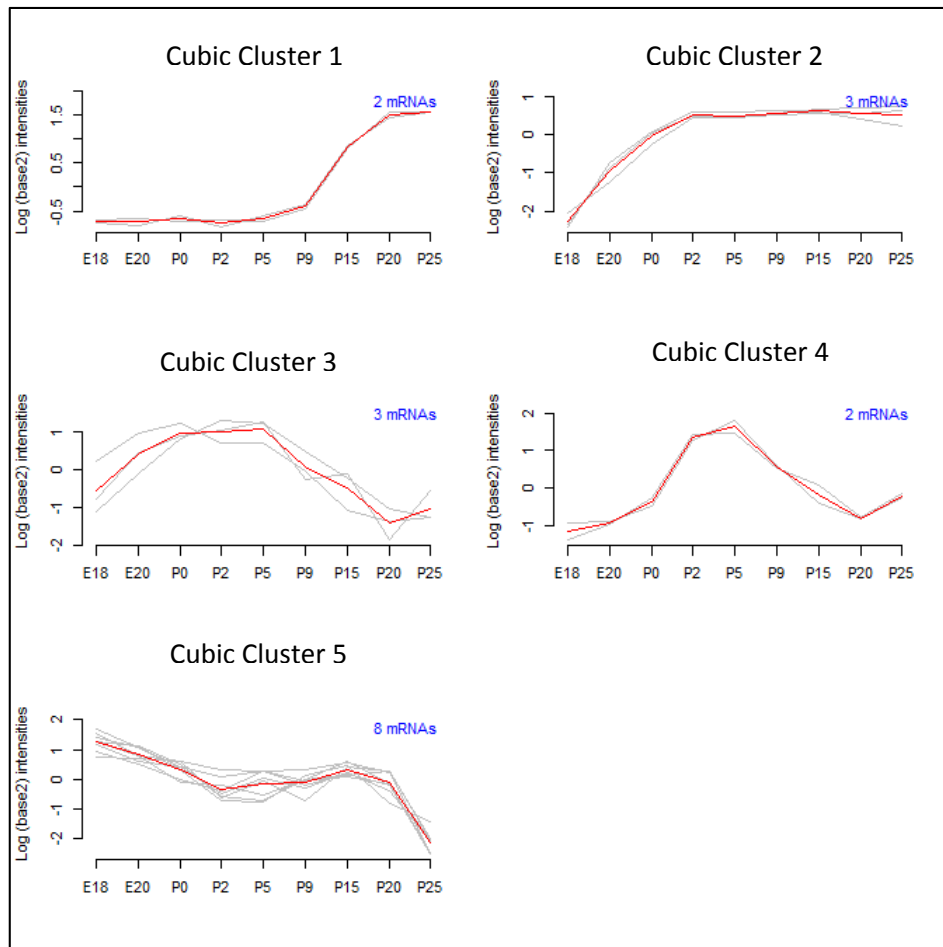

**Figure S4. Clustering mRNAs with a Significant Cubic Trend.** Genes with a significant cubic trend were clustered into the above 5 expression profiles. Only 18 genes were available for clustering and most clusters have only a few genes.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S5 Fig — 69 miRNAs have a significant linear trend and are divided into two clusters. 55 increase in expression, while 14 decrease. Normalized CT values for each microRNA were scaled to a mean = 0 and stdev = 1 before plotting in gray. The red line traces the average expression for the cluster.

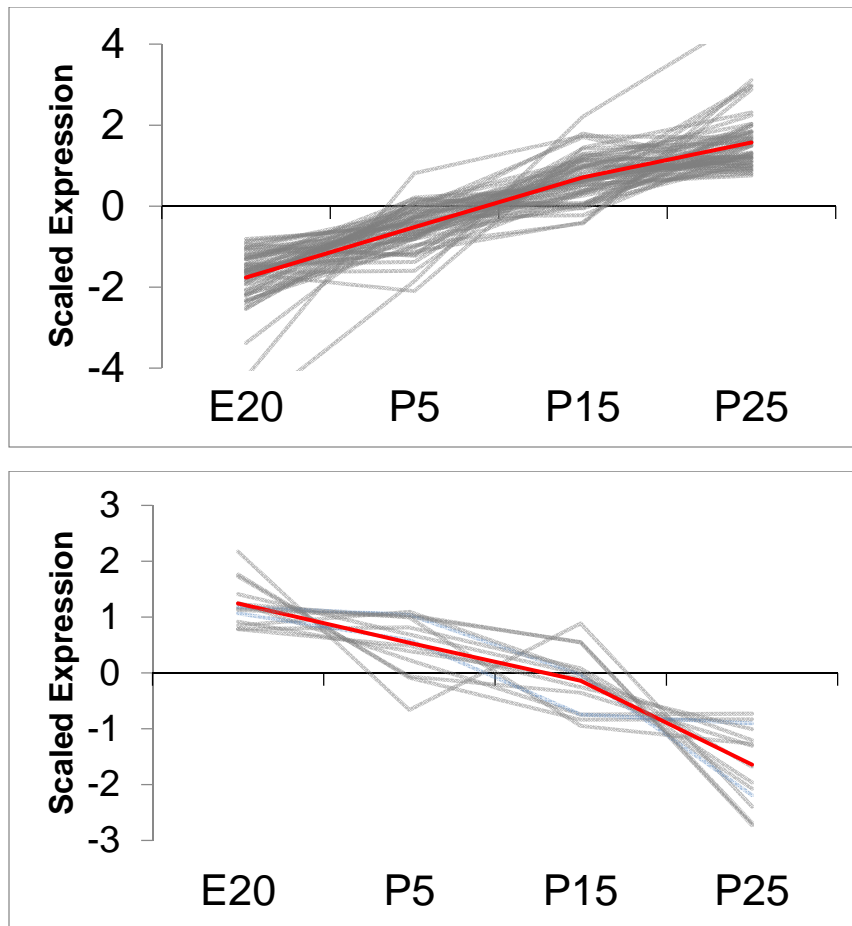

**Figure S5. miRNA's with a significant linear trend.** 69 miRNAs have a significant linear trend and are divided into two clusters. 55 increase in expression, while 14 decrease. Normalized CT values for each microRNA were scaled to a mean=0 and stdev=1 before plotting in gray. The red line traces the average expression for the cluster.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S6 Fig — (A) the Psp promoter contains two CCACG boxes which is a consensus sequence for Xbp1 binding. (B) Two E-boxes flank exon 3 in the Psp gene which match the Mist1-binding consensus sequence.

A.

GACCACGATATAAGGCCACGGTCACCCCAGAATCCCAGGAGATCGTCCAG

B.

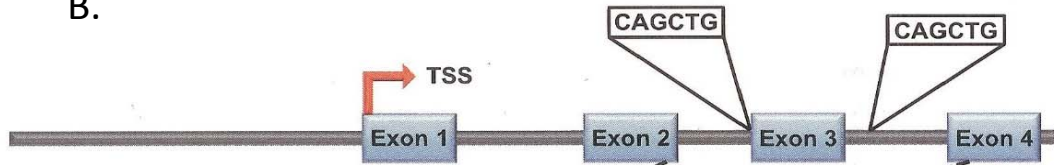

**Figure S6. Predicted transcription factor binding sites.** A: the *Psp* promoter contains two CCACG boxes which is a consensus sequence for *Xbp1* binding. B: Two E-boxes flank exon 3 in the *Psp* gene which match the Mist1-binding consensus sequence.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S7 Fig — (A) The human miR-214 binding site in the Xbp1 3'UTR is not conserved in rat (targetscan.org). (B) However the rat sequence contains a predicted miR-214 binding site about 600 bp upstream.

A.

|            |                                                                       |
|------------|-----------------------------------------------------------------------|
|            | .....780.....790.....800.....810.....820.....                         |
| Hsa        | -A-GGUCCUUUAGUUUGCUUCUGUAAGCAACG--GGAACA <u>CCUGC</u> --UGAGGGGG----- |
| Ptr        | -A-GGUCCUUUAGUUUGCUUCUGUAAGCAACG--GGAACA <u>CCUGC</u> --UGAGGGGG----- |
| Mml        | -A-GGUCCUUUAGUUUGCUUCUGUAAGCAAAG--AGAACA <u>CCUGC</u> --UGAGGGGG----- |
| Oga        | -A-GGUCCUUUAGUUUGCUACAGCAAGCAGAG--AGAACCUGA---GGGGGGG-----            |
| Tbe        | -A-GGUCCUUUAGUUUGCUUCUGCAAGCAGAG--UGAAUACCUAC-CUGAAGGGG-----          |
| Mmu        | -----C-----GUAAC-CUGAGGGGG-----                                       |
| <b>Rno</b> | -----CUUUUGUUUCCUUCUACAAGCAGAG--AAA-CAGCAAC-CUGAGGGG-----             |
| Cpo        | -A-GGUCCUUUAGUUUGCUUCUGCAAACAA-----ACCAU-CGGAGGGGG-----               |
| Ocu        | -A-GGUCCUUUAGUUUGCUUCUGCAAGCAGAG--AA--CACCUAC-CUGAGGGGG-----          |
| Sar        | -A-GAUUCUCUAGUUUGCUUCUGCAAGC--GAG--AGCA---CUAC-UUGAGUGGG-----         |
| Eeu        | -----                                                                 |
| Cfa        | -A-GGCCCCUUAGUUUGCUUCUGCAAGCAGAG--A--ACACCUAC-CUGAGGGGG-----          |
| Fca        | -A-GGUCCUUUAGUUUGCUUCUGCAAGCAGAG--AGAACCUGA---CUGAGGGGA-----          |
| Eca        | -A-GGUCCUUUAGUUUGCUUCUCCAAGCAGAG--A--ACACCUAC-CUGAGGGGG-----          |
| Bta        | -A-GGUCCUUUAGUUUGCUUCUGCAAGCGGAA--CACCUAC-----CUGAGGGGG-----          |
| Dno        | -----                                                                 |
| Laf        | -A-GGUCCUUUAGUUUGCUUCUGCAAGCAGA----GAACACCUAC-CUGAGGGGG--UGAC         |
| Ete        | -A-GGUCCUUAGGCUUGUCCCGGAAGCAGA----UAAC--CUAC-CUGAGGGGG--UGAC          |
| Mdo        | A----GUCCUCUAGUUUGCUCGUAUAAGC-----UAACGGC-UGGGGGCGGU-----             |
| Oan        | -A-CACCCUGAGUUUGA-----GCAAGCAGAG--AGAAUGUC-----CGAGAGGG--CCAC         |
| Aca        | -----                                                                 |
| Gga        | -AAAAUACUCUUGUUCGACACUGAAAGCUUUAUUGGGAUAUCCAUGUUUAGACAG-----          |
| Xtr        | -----                                                                 |
|            | miR-214/761/3619-5p                                                   |

B.

|                                 |                                  |
|---------------------------------|----------------------------------|
| Position 200-206 of Xbp1 3' UTR | 5' ...GAGACCACCUUCCUGCCUGCUGG... |
| rno-miR-214                     | 3' GACGGACAGACACGGACGACA         |

**Figure S7: Rat Xbp1 3'UTR contains a miR-214 binding site.** (A) The human miR-214 binding site in the Xbp1 3'UTR is not conserved in rat (targetscan.org). (B) However the rat sequence contains a predicted miR-214 binding site about 600 bp upstream.

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S1 Table — Cloning primers used for luciferase based assays.

| Target Gene                     | Primers                                                                                                                                                                                       |
|---------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sox11 3'UTR                     | For: 5' cacctctagaATAGAGTTTGCATGCCAGCG 3'<br>Rev: 5' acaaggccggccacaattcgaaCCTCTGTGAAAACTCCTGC 3'<br>For: 5' caccttcgaaGCATAGGCAAGGTATAGAGG 3'<br>Rev: 5' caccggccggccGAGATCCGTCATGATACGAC 3' |
| Xbp1 3'UTR                      | For: 5' cacctctagaTCTTAGAGATCCCCTCTGAG 3'<br>Rev: 5' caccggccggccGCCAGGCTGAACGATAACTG 3'                                                                                                      |
| Klf4 3'UTR                      | For: 5' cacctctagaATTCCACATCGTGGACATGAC 3'<br>Rev: 5' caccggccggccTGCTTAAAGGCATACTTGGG 3'                                                                                                     |
| s-XBP1 cDNA                     | For: 5' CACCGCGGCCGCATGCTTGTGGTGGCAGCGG 3'<br>Rev: 5' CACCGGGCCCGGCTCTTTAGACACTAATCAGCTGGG 3'                                                                                                 |
| Mist1 Promoter -515 to +39      | For: 5' GGTACCGCAGCCATGTGGTTGG 3'<br>Rev: 5' CTCGAGCACGGGGGACAAGGACACG 3'                                                                                                                     |
| 500bp PSP promoter -500 to + 21 | For: 5' CACCGGTACCCATTATTGCCTCCTCCCAG 3'<br>Rev : 5' GGTGCTCGAGGACAGGAAAGCCTTGTTTC 3'                                                                                                         |
| 1kb PSP promoter -1041 to +21   | For: 5' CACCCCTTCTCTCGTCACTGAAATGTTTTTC 3'<br>Rev : 5' GGTGCTCGAGGACAGGAAAGCCTTGTTTC 3'                                                                                                       |
| 1.5kb PSP promoter              | For: 5' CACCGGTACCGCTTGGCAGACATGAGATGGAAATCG 3'<br>Rev : 5' GGTGCTCGAGGACAGGAAAGCCTTGTTTC 3'                                                                                                  |
| Intron PSP                      | For: 5' CAACTTGTCGACCTTGTGGTCTTGTGTGGC 3'<br>Rev: 5' CATTGGTTCGACAGCCCAGCTTGAAGATCC 3'                                                                                                        |

**Table S1. Cloning Primers**

# Supplementary material for: A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation
**Source:** PLoS One. 2015 Apr 30;10(4):e0125153. doi: 10.1371/journal.pone.0125153
**Supplement:** S4 Table — Enrichment of transcription factor targets in DE cluster #2 (Fig 2).

| Network Object Name       | Actual | n   | R    | N     | Expected | Ratio | p-value   | z-score | Input IDs         |
|---------------------------|--------|-----|------|-------|----------|-------|-----------|---------|-------------------|
| <a href="#">MIST1</a>     | 5      | 719 | 9    | 12845 | 0.5038   | 9.925 | 5.654E-05 | 6.522   | <b>1387212_at</b> |
| <a href="#">XBP1</a>      | 20     | 719 | 114  | 12845 | 6.381    | 3.134 | 4.623E-06 | 5.573   | <b>1371249_at</b> |
| <a href="#">GCR-alpha</a> | 85     | 719 | 1004 | 12845 | 56.2     | 1.512 | 6.645E-05 | 4.118   |                   |

**Table S4. Cluster #2 is Enriched in Targets for Mist1 and Xbp1.** Transcription factor enrichment analysis was run in Metacore on the 803 genes in cluster #2. Enrichment is based on the number of downstream target genes identified in the curated Metacore database. Affy rat genome array 230 was used as the background dataset.

How the deposited data were processed for this re-analysis (not part of the article)

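miRNA expression was measured by qRT-PCR in RNA of laser-captured parotid acinar cells from 12 rat samples, 3 at each of E20, P5, P15 and P25. Samples were assigned to ages and replicates from their labels and the paper, and all 12 were used. The mRNA microarrays, network modeling and luciferase experiments of the paper were not analysed here. The authors isolated total RNA, made cDNA from 1 ng per sample, ran the Exiqon Mouse&Rat panel I, and deposited the threshold cycle (CT) of each well, a score on a log scale, with no imputation, normalization or pooling of replicates. Undetermined wells were read as missing. The table also carries each array's median as the authors computed it; that median was used only as an alternative. Control wells were kept out of all tests. All other values, including every log2 value printed, were computed from the deposited CT values.

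A CT under 40 counted as detected. miRNAs detected in at least 2 of 3 replicates at every age were kept, each CT was subtracted from the median CT of the miRNAs detected on the same array, and missing values were then imputed by k-nearest neighbors with k = 10, the mean of the 10 miRNAs closest over the shared samples. Fold changes assume 2 times more template per cycle. The paper names the array median, k-nearest neighbor imputation, ANOVA or limma with FDR adjustment, and polynomials in time; its text leaves open the number of neighbors, the rule for repeatable detection, and whether the median was taken before or after imputation. The caption of Fig. 5A gives a p-value under 0.05 from one-way ANOVA for its miRNAs and does not say whether it was adjusted. Tests used limma 3.58.1 in R 4.3.3, with the 4 group means fitted over all 12 samples, moderated F and contrast statistics, and Benjamini-Hochberg adjustment over the tested miRNAs within each comparison, at an adjusted p-value under 0.05. Trends used orthogonal polynomials of age in days. For single miRNAs, E20 and P25 were also compared by exact two-sided permutation tests, whose smallest p-value with 3 samples against 3 is 0.1. Figures were drawn with matplotlib 3.10.9.

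The miRNAs named were every miRNA that the paper names in its text or plots as measured by qRT-PCR, and the 5 largest rises and 5 largest falls among the miRNAs called between E20 and P25 whose values did not overlap between the ages; the 3 smallest adjusted p-values of the quadratic trend and the transient change were to be added where any was under 0.05, and none was. This rule, the tests, the processing alternatives and 13 lists of miRNAs were written before the data were examined. The lists are the Dlk1-Dio3 imprinted cluster, the let-7, miR-200, miR-29 and miR-30 families, the miR-17 to miR-92 clusters, and miRNAs associated with leukocytes, erythrocytes, smooth muscle and pericytes, endothelium, striated muscle, nerve and neuroendocrine cells, and liver. They were tested with limma's camera at a preset correlation of 0.01, with fry beside it, where at least 2 members were tested, which held for 9 lists. The Dlk1-Dio3, let-7, miR-200, miR-29 and miR-30 lists were written because the paper's figures or network, which rest on these same samples, hold some of their members, so their tests are not independent evidence; the others were written as markers of proliferation or of cells other than acinar cells.

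The ages share the replicate numbers 1 to 3, and the paper took the samples of an age from separate litters; neither the labels nor the paper's text says whether a number marks a shared litter, batch or day across ages. Whether the numbers pair the samples was checked by the correlation of the samples' deviations from their age means, over the 120 miRNAs detected in all samples. In the pairs of same-numbered samples among P5, P15 and P25, 9 of 9 correlations were over 0.1 (from 0.126 to 0.563), so the numbers were taken to pair these ages; this pairing rests on the values alone. The 9 are not independent, since the 3 deviations of an age sum to 0. Replicate 1 also had the fewest detected miRNAs at P5, P15 and P25 (224, 179 and 202), so like depth could give such correlations without a pairing. In the pairs with E20, 1 of 9 was over 0.1 (from -0.234 to 0.123), so comparisons with E20 were treated as unpaired.

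The alternatives covered the filter on detection, the treatment of missing values, the array reference, the CT limit, the amplification per cycle, the statistics, the multiple testing adjustment, the samples in the fit, the replicate number as a block, and each of the 12 samples left out in turn. After the values had been seen, 17 further settings were run, 11 of which began with detection in at least 6 of the 12 samples and the array median taken after imputation, and 264 rules for a detected miRNA were counted. They are marked wherever their values are given, and none replaced the settings above.

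The number of detected miRNAs per array stands for the depth of the measurement: wells with a high CT are less precise, and 1478 of the 4500 wells gave no CT. The procedure was tested on 20 simulated tables of 276 miRNAs, of which 40 were changed by 4 on the log2 scale between E20 and P25; a median of 273 miRNAs passed the filter there, more than in the real table. The limma contrast called 64.5% of the changed miRNAs, the linear trend 69.6% and the F test 52.1%, and 6.20%, 4.94% and 3.82% of their calls were unchanged miRNAs. The median estimate of the change was 3.85. With nothing changed, the mean number of calls was 0.15, 0.10 and 0.05. In a check of the imputation, 60 measured wells among 120 miRNAs were hidden, and the imputed minus the measured values had an SD of 1.36. The hidden wells came from miRNAs detected in all samples, while the wells imputed in the tests gave no CT. The check therefore cannot show the error or bias of filling those. Names of neighboring genes come from the GRCr8 assembly, where 19 of 21 named miRNAs were matched by symbol; no genome positions are given.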

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

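All tests in this part other than the camera and fry tests of the list were chosen after the results were seen, and those on the small nuclear RNAs and on the correlation of the muscle miRNAs were revised after a first run, the one on replicate numbers more than once.

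The small nuclear RNA RNU1A1, which the paper does not report on, varied more among the 12 samples than any single miRNA detected in all of them. Its CT spanned a range of 16.8 cycles, from 17.8 in P5 replicate 2 to 34.6 in P25 replicate 3, while the ranges of the 120 miRNAs had a median of 5.44 and were at most 11.2 cycles. RNU5G spanned 7.26 cycles, and 20 of the 120 miRNAs spanned as much, so it did not stand apart. The spread lay within the ages: the SD of RNU1A1 over 3 samples was 4.26 cycles at E20 and 7.06 cycles at P25. If the amount of RNA in the reaction were the whole cause, subtracting each array's miRNA median would bring the range of RNU1A1 within those of single miRNAs, but it stayed at 14.2 cycles, against at most 11.0 for a miRNA treated the same way, which argues against this. A change with age as the whole cause is argued against too: with the mean of each age taken off, the range was still 13.8 cycles, against at most 8.43. Replicate 3 had the highest RNU1A1 CT at 3 of the 4 ages, and at P15 it was at 30.5 against 30.7 in replicate 1. It had the highest RNU5G CT at 4 of 4 ages and the highest U6 CT at 4 of 4, with the 2 samples that gave no U6 CT, P15 and P25 replicate 3, taken as highest. That 1 replicate number leads at as many ages has a chance of 0.333 for RNU1A1 and 0.0370 for each of the others. Over the mean ranks of the 3 RNAs, which come from the same samples and are not independent, an exact permutation test of the numbers within ages gave 0.0370 for replicate 3, the smallest p-value it can give. This is consistent with handling shared by samples of one replicate number, as a hypothesis, since the test was run on the values that prompted it and the labels name no batch. Replicate 3 was the highest at E20 as well, while the miRNAs of same-numbered samples deviated together among P5, P15 and P25 but not with E20, so what samples of one number share across all 4 ages stays open. Carry-over of nuclear RNA or genomic DNA was not tested, nor was a biological explanation for a difference between samples of one age.

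miRNAs associated with striated muscle, which the paper does not discuss, fell from E20 to P25. The median log2 change of the 3 tested members was -4.07, and all 3 were lower at P25: miR-1 changed by -3.28 (standard error 0.92, adjusted p = 0.0331, limma), miR-133a, which did not pass, by -4.15 (standard error 1.61) and miR-133b by -4.07 (standard error 1.20, adjusted p = 0.0376). miR-133b was abundant, with a mean CT of 27.6 at E20 and rank 10 among all assays at that age, and 33.4 at P25. miR-206 and the rat assay of miR-1 had mean CT values of 30.7 and 31.7 at E20 and were detected in 0 of 3 samples at P25. For the list, camera gave an adjusted p-value of 0.0210 and fry one of 0.0632; over 8 array references it passed under 7 in camera, where the highest was 0.0545, and under 3 in fry. Adjusted over the list alone, 3 of the 3 passed, against 2 over all miRNAs tested. The values argue against the choice of array reference as the cause, since the list's median stayed negative under each of 8 references. Those chosen after seeing the values are included. The median was nearest to 0 at -2.20, over the 5 assays kept with detection in at least 6 of the 12 samples and the median after imputation. Within an age, the miRNAs of the list deviated together: over 4 miRNAs, with 1 assay each, the mean correlation of age-centered values was 0.814, at percentile 100 of 9456 random lists of like abundance, whose median was 0.0975. Camera's preset correlation of 0.01 lies far below this, so its p-values for the list are likely too small. The deviation together bears on the source of these miRNAs. It would be seen if muscle RNA entered the samples in differing amounts, and a candidate source is muscle fibers near the gland that were captured with the acinar cells. The test does not say whether the fall with age comes from less captured muscle or from the acinar cells themselves, and a change with age stays open as untested. How many of these miRNAs acinar cells also express is not known from these data.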

How the results depend on the processing

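Alternatives introduced below as chosen after the values were seen are marked as such; all others were set earlier. The cause of a change was not tested except where the alternative itself tests fewer miRNAs or samples.

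The absence of a quadratic trend (0 miRNAs) and of a transient change (0) held under each earlier alternative that bears on it. The pairing of P15 with P25 and of E20 with P5 in the clustering of the time points held under each setting that called enough miRNAs except the fit without E20 replicate 2; it could not be computed with the small nuclear RNAs as reference or without normalization, and was not computed with the replicate block. Of the other values, those of single miRNAs and the counts by direction, 318 stayed the same under the earlier alternatives other than the fits that each left out 1 sample, 34 moved, 33 became weaker, 17 stronger and 3 reversed; in those fits 279 stayed the same, 16 moved, 23 became weaker and 6 stronger. Imputing from 5 neighbors, equal steps of time, a straight line alone and an amplification of 1.9 per cycle left all counts within 1.5 times.

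Requiring detection in all 12 samples kept 120 miRNAs and called 7 across the 4 time points, 6 between E20 and P25, 10 with a linear trend and 3 lists, with fewer miRNAs to test. Detection in at least 2 of 3 replicates at 1 or more time points kept 311, with 6 between E20 and P15, 2 between P5 and P25 and 45 linear trends. Without imputation 1 miRNA differed between E20 and P15. With missing values set to CT 40, 3 differed across the 4 time points, 1 between E20 and P15, 10 between E20 and P25, 1 between P5 and P25, and 12 had a linear trend. With the median CT of the miRNAs detected in all samples as reference, the counts were 1 between E20 and P5, 6 between E20 and P15, 40 between E20 and P25, 10 between P5 and P25, and 42 linear. With their mean CT, they were 6 between E20 and P15 and 35 between E20 and P25. With the small nuclear RNAs as reference, the counts across the 4 time points, between E20 and P25, between P5 and P25 and for the linear trend were all 0 (1, 1, 1 and 2 at an unadjusted p-value under 0.05), and the log2 change of miR-148b from E20 to P25 turned to 0.18. The wide spread of these RNAs between samples widens every standard error under that reference. Without normalization, the counts across the 4 time points and between P5 and P25 were 0 (38 and 25 unadjusted), and the rat assay of miR-200b and miR-30a turned to -0.39 and -0.17. With a CT above 37 taken as not detected, 7 differed across the 4 time points and 0 between P5 and P25 (25 unadjusted). With a CT above 35 so taken, 119 miRNAs were tested, with 6 across the 4 time points, 1 between E20 and P15, 11 between E20 and P25, 0 between P5 and P25 (10 unadjusted), 13 linear trends and 3 lists. Unmoderated statistics gave 7 across the 4 time points and 0 between P5 and P25 (25 unadjusted). An intensity trend with robust variances gave 5 between E20 and P15. Fitting only the 6 samples of a comparison gave 35 between E20 and P25 and 1 between P5 and P25. Adjusting over the 15 miRNAs called across the 4 time points gave 5 between E20 and P5, 7 between E20 and P15, 15 between E20 and P25, 2 between P5 and P15, 12 between P5 and P25 and 7 between P15 and P25. Without adjustment, 40 differed across the 4 time points.

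By the deviations of the miRNAs, the replicate numbers were taken to pair the samples of P5, P15 and P25 and not those of E20. Arrays of like depth could give the same deviations, so the pairing is not established. The small nuclear RNAs, with replicate 3 highest at E20 as well, leave open whether the E20 samples share more than a number with the others. With the replicate number as a block, 0 miRNAs differed between P5 and P15 (15 unadjusted), 9 between P5 and P25 and 0 between P15 and P25 (19 unadjusted), all within 1.5 times of those without it. In the comparisons with E20, 11 miRNAs differed between E20 and P15, against 0 without the block (40 unadjusted), so this count depends on that choice; all other counts stayed within 1.5 times.

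The following settings were chosen after the values were seen. With the array median taken after imputation, 23 differed across the 4 time points, 1 between E20 and P5, 8 between E20 and P15, 47 between E20 and P25 and 11 between P5 and P25, and 46 had a linear trend. With detection in at least 6 of the 12 samples, the counts were 6 between E20 and P15, 38 between E20 and P25 and 43 linear. Both together gave 26 across the 4 time points, 19 between E20 and P15, 61 between E20 and P25 and 76 linear, and turned miR-148b to 0.26. On top of both, unadjusted p-values gave 81 across the 4 time points. Unmoderated statistics gave 1 between E20 and P5, 18 between E20 and P15, 41 between E20 and P25 and 54 linear. The intensity trend with robust variances gave 31 across the 4 time points, 1 between E20 and P5, 22 between E20 and P15, 64 between E20 and P25, 13 between P5 and P25 and 75 linear. Fitting only the 6 samples gave 5 between E20 and P15, 103 between E20 and P25 and 3 between P5 and P25. Adjusting over the called miRNAs gave 3 between E20 and P5, 19 between E20 and P15, 5 between P5 and P15, 17 between P5 and P25 and 5 between P15 and P25. Adjusting over those with an unadjusted p-value under 0.05 gave 1, 48, 72, 5, 29 and 4 for E20 and P5, E20 and P15, E20 and P25, P5 and P15, P5 and P25, and P15 and P25. The replicate block gave 30, 20, 82, 12 and 88 for the 4 time points, E20 and P15, E20 and P25, P5 and P25, and the linear trend. Equal steps gave 78 and a straight line alone 71 linear. Detection in at least 6 of the 12 samples with missing values at CT 40 before the median gave 46, 22, 81, 15, 2 and 86 for the 4 time points, E20 and P15, E20 and P25, P5 and P25, P15 and P25, and the linear trend, with 2 quadratic, 2 transient and miR-148b at 0.71. Detection in 2 of 3 replicates at 1 or more time points with CT 40 gave 29, 8, 50, 13, 2 and 53 for the same results, with 1 quadratic and 1 transient; without imputation it gave 4 across the 4 time points, 2 between E20 and P15 and 3 between P5 and P25. Adjusting the 192 miRNAs only over those with an unadjusted p-value under 0.05 gave 3 between E20 and P5, 19 between E20 and P15, 36 between E20 and P25, 12 between P5 and P25 and 3 between P15 and P25. With the array medians the authors deposited, all counts stayed within 1.5 times.

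In the 12 fits that each left out 1 sample, the counts ran from 1 (without E20 replicate 1) to 21 (without P15 replicate 1) across the 4 time points, from 0 to 2 (without P5 replicate 2) between E20 and P5, from 0 to 6 (without P5 replicate 3) between E20 and P15, from 11 (without E20 replicate 2, and without P25 replicate 1) to 39 (without P15 replicate 1) between E20 and P25, from 0 (without E20 replicate 1, P5 replicate 3, P25 replicate 1 or P25 replicate 2) to 11 (without P15 replicate 1) between P5 and P25, from 0 to 1 between P15 and P25, from 14 (without E20 replicate 2) to 41 (without P15 replicate 1) for the linear trend, and from 2 (without E20 replicate 2) to 5 for the lists. They were 0 throughout between P5 and P15 and for the quadratic and transient trends. Without P15 replicate 1, the sample with 179 detected miRNAs, the counts between E20 and P25, between P5 and P25 and for the linear trend were highest. No log2 change of a named miRNA from E20 to P25 turned its sign in these fits; some smaller steps did, those of miR-200c from P15 to P25 and of miR-29c and the rat assay of miR-200c from E20 to P5 among them. The pairs in the clustering differed in 1 of the 11 fits that could be clustered, and stayed the same in the rest.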

Differences from the paper's values

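Tests and alternatives described here as chosen after seeing the values are named as such; all figure values of the paper were read by eye.

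The paper reports 79 miRNAs differing across the 4 time points, against 15 here. The caption of Fig. 5A gives them a p-value under 0.05 from one-way ANOVA. It does not say whether that p-value was adjusted, while the 15 are counted after adjustment. None of the alternatives set before the data were examined closed the gap; without adjustment, 1 of them, the count was 40. Of the 17 settings chosen after seeing the values, 1 did: detection in at least 6 of the 12 samples, with the array median after imputation and without adjustment, called 81. Unadjusted counts were also taken under the other settings, a use of them chosen after seeing the values, and came within 1.5 times of the paper's with detection in 2 of 3 replicates at 1 or more time points (69, and 70 with CT 40), the median of the miRNAs detected in all samples (54), the median after imputation (58), detection in at least 6 samples alone (60), and the combinations of these last (from 69 to 89).

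The paper reports 64 miRNAs differing between E20 and P25, against 23 here, and 52 of its miRNAs were higher at P25, against 8 here. For the 64 it names t-tests and gives no threshold or adjustment beside them, while the 23 are counted after adjustment. None of the alternatives set before the data were examined closed either gap. Among the settings chosen after seeing the values, the median after imputation called 47. With detection in at least 6 of the 12 samples added, 61 were called, 48 of them higher; with an intensity trend and robust variances on top 64, 50 higher; with adjustment over the miRNAs with an unadjusted p-value under 0.05 on top 72, 57 higher; and with the replicate block on top 82, 65 higher. Detection in at least 6 samples with missing values at CT 40 before the median called 81, 49 higher. Detection in 2 of 3 replicates at 1 or more time points with CT 40 called 50. At an unadjusted p-value under 0.05, a threshold applied to this comparison after seeing the values, 62 miRNAs differed, 28 of them higher. That unadjusted count also lay within 1.5 times of the paper's, between 49 and 93, under 18 other settings, and the unadjusted number higher did under 5: detection in 2 of 3 replicates at 1 or more time points (45), the median of the miRNAs detected in all samples (36), only the 6 samples fitted (36), the median after imputation (55), and detection in at least 6 samples with CT 40 before the median (73).

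Between E20 and P5 the paper reports 1 miRNA, against 0 here (15 at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, the median CT of the miRNAs detected in all samples gave 1 and the others did not. Of the settings chosen after seeing the values, the median after imputation gave 1, and so did detection in at least 6 samples with that median and unmoderated statistics, with the intensity trend, or with adjustment over the miRNAs with an unadjusted p-value under 0.05. Between E20 and P15 the paper reports 16 miRNAs, against 0 here (40 unadjusted). The replicate block, set before the data were examined, gave 11, and the other such alternatives stayed outside 1.5 times. Of the settings chosen after seeing the values, detection in at least 6 samples with the median after imputation gave 19, and on top of it unmoderated statistics gave 18, the intensity trend 22, adjustment over the called miRNAs 19 and the replicate block 20; CT 40 before the median gave 22, and adjusting the 192 miRNAs over those with an unadjusted p-value under 0.05 gave 19. Unadjusted, a threshold applied to this comparison after seeing the values, detection in all 12 samples gave 19 and a CT limit of 35 gave 15.

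The paper reports 69 miRNAs with a linear trend, 55 of them rising, against 27 and 9 here. None of the alternatives set before the data were examined closed either gap. Of the settings chosen after seeing the values, the median after imputation gave 46 linear trends. With detection in at least 6 samples added it gave 76, 60 of them rising; with unmoderated statistics on top 54, 43 rising; with the intensity trend 75, 58 rising; with the replicate block 88, 67 rising; with equal steps of time 78, 62 rising; and with a straight line alone 71, 57 rising. Detection in at least 6 samples with CT 40 before the median gave 86, 54 rising, and detection in 2 of 3 replicates at 1 or more time points with CT 40 gave 53. At an unadjusted p-value under 0.05, a threshold applied to the trend after seeing the values, 60 miRNAs had a linear trend, 28 of them rising. That unadjusted count also lay within 1.5 times of the paper's, between 52 and 100, under 19 other settings, and the unadjusted number rising did under 4: detection in 2 of 3 replicates at 1 or more time points (49), the median after imputation (52), detection in at least 6 samples alone (40), and detection in at least 6 samples with CT 40 before the median (77).

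The paper states that miR-375 rose more than 800-fold, against 273-fold here. The 273-fold value rests on an imputed E20 replicate 2, filled above both measured E20 wells although it gave no CT. Of the alternatives set before the data were examined, leaving missing values out gave 933-fold and setting them to CT 40 gave 2224-fold; detection in 2 of 3 replicates at 1 or more time points gave 563-fold and the small nuclear RNAs as reference 548-fold, both within 1.5 times. Without E20 replicate 2, which gave no CT, it was again 933-fold, and the other alternatives set before the data were examined did not come within 1.5 times. Among the settings chosen after seeing the values, detection in at least 6 samples with the median after imputation gave 825-fold, also with each of the other statistics run on it, and with CT 40 before the median 6421-fold; detection in 2 of 3 replicates at 1 or more time points gave 2224-fold with CT 40 and 933-fold without imputation.

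In Fig. 5B, the log2 change from E20 to P25, read by eye, is about 9.8 for miR-375, against 8.09 here. Of the alternatives set before the data were examined, detection in 2 of 3 replicates at 1 or more time points (9.14), no imputation (9.87), CT 40 (11.12), the small nuclear RNAs (9.10), and the fits without E20 replicate 2 (9.87), P25 replicate 1 (8.57) or P25 replicate 3 (8.60) fell within the error, and the others did not. For 10 more miRNAs, the small nuclear RNAs as reference fell within the error; of the other alternatives set before the data were examined, the only ones that did were the median of the miRNAs detected in all samples for miR-34a and fits that left out 1 sample. Those fits were the one without E20 replicate 1 for let-7c (3.28), miR-200c (3.18), miR-200a (3.16), miR-200b (2.74) and miR-127 (-3.37), without E20 replicate 3 for miR-34a (2.79), without P25 replicate 1 for miR-127 (-3.01) and miR-433 (-5.24), and without P25 replicate 3 for miR-34a (2.75), let-7b and let-7c. For miR-148a Fig. 5B shows about 6.4, against 5.20 here and 6.21 with that reference. For miR-29c it shows about 4.6, against 3.53 and 4.53. For let-7b it shows about 4.2, against 3.02 and 4.03, and for let-7c about 4.0, against 2.75 and 3.76. For the mouse assay of miR-200c it shows about 3.8, against 2.75 and 3.75, for miR-200a about 3.8, against 2.60 here and a value within the error with that reference, and for the mouse assay of miR-200b about 3.5, against 2.23 and 3.24. For miR-34a it shows about 3.3, against 2.15 and 3.15, and the median of the miRNAs detected in all samples, at 2.38, also fell within its error. For miR-127 it shows about -2.5, against -3.66 and -2.66, and for miR-433 about -4.6, against -5.72 and -4.72. Among the settings chosen after seeing the values, detection in at least 6 samples with the median after imputation gave 9.69 for miR-375, 6.29 for miR-148a, 4.61 for miR-29c, 4.10 for let-7b, 3.84 for let-7c, 3.83 for miR-200c, 3.68 for miR-200a, 3.32 for miR-200b, 3.23 for miR-34a, -2.58 for miR-127 and -4.64 for miR-433, all within the error; other statistics leave these changes as they are. The median after imputation alone (for miR-375 8.83) and CT 40 before the median (for miR-148a 6.73) also fell within the error for these, except miR-375 with CT 40, and so did, for miR-375, detection in at least 6 samples alone (8.61) and the settings with detection in 2 of 3 replicates at 1 or more time points (11.12 and 9.87).

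The paper counts 271 miRNAs as repeatably detected, and the rule used here gave 192, which is within 1.5 times. Of the 264 rules counted after seeing the values, 0 gave the paper's number and 18 came within 5 of it. The paper gives 372 primer pairs, and the deposited table holds 375 miRNA assays.

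Among the miRNAs the paper plots or names as changed, miR-200a, miR-200b, miR-200c, miR-34a, miR-30a and miR-127 did not pass here between E20 and P25. In the linear trend of the same limma fit, miR-127 (adjusted p = 0.0258) and the mouse assay of miR-200c (adjusted p = 0.0493) passed. The other assays of these miRNAs did not pass there either. Between E20 and P25, miR-200a passed with the median or the mean of the miRNAs detected in all samples and with only the 6 samples fitted. The mouse assay of miR-200c passed with these and with the replicate block. The mouse assay of miR-200b, the rat assay of miR-200c and miR-30a passed with the median of the miRNAs detected in all samples. miR-127 passed with that median, that mean, no normalization, a CT limit of 37 or 35, only the 6 samples, and the replicate block. Without P15 replicate 1, miR-200a, both assays of miR-200c and miR-127 passed, the mouse assay of miR-200c also without P15 replicate 3, and miR-127 also without P15 replicate 2. These alternatives were set before the data were examined. At an unadjusted p-value under 0.05, likewise applied after seeing the values, miR-200a, the mouse assay of miR-200b, both assays of miR-200c, miR-34a and miR-127 passed, and miR-30a and the rat assay of miR-200b did not. After adjustment, miR-34a and the rat assay of miR-200b passed only with settings chosen after seeing the values, the median after imputation (2.88 and 2.07) and most of its combinations with detection in at least 6 samples, under most of which the other miR-200 assays and miR-30a passed too; these and the miR-200b assay, but not miR-34a, also passed with CT 40 before the median. Among the settings chosen after seeing the values, miR-127 passed with detection in at least 6 samples, the median after imputation and only the 6 samples fitted (-2.58), and with the 192 miRNAs adjusted over those with an unadjusted p-value under 0.05. miR-376b and miR-335-5p passed when detection in 2 of 3 replicates at 1 or more time points was enough (-3.70 and -3.95), set before the data were examined, and, among the settings chosen after seeing the values, both passed with detection in at least 6 samples alone, with CT 40 under either filter, and with the median after imputation and the intensity trend, the replicate block or adjustment over the miRNAs with an unadjusted p-value under 0.05; miR-376b also passed with the other statistics there, and miR-335-5p without imputation. The paper has miR-148 rising; miR-148a rose and miR-148b had a log2 change of -0.82 and passed under no setting run. The paper states that miR-200c had increased by P15; its mouse assay had an adjusted p-value of 0.331 for that step. Only 3 settings, all chosen after seeing the values, called it, and the same 3 called the rat assay: detection in at least 6 samples with the median after imputation and adjustment over the called miRNAs (2.49, adjusted p = 0.0165) or over those with an unadjusted p-value under 0.05 (adjusted p = 0.0237), and detection in at least 6 samples with CT 40 before the median (3.07, adjusted p = 0.0366, limma). In Fig. 5A the clustering joins P5 with P15 first and leaves E20 apart; here P15 joined P25 and E20 joined P5, and no setting gave the order of the figure. The figure clusters more miRNAs than the main setting here, whose miRNAs all differed between E20 and P25.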

Other observations

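The counts over other splits of the samples and the camera and fry tests of the lists were planned; all other tests in this part were chosen after the results were seen, the readings of the tests on miR-214 and the fixed-rank reference were made stricter after their values were seen, and the test on miR-143 was replaced after its value was seen.

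The samples were regrouped at random to see how often other groupings give as many calls. Of 100 splits of the 12 samples into 4 groups of 3, the real one included, 1 gave at least 15 miRNAs across the 4 groups and 1 gave at least 27 linear trends. For the quadratic trend and the transient change, where the real count was 0 (8 miRNAs each at an unadjusted p-value under 0.05), all 100 splits gave as many. Of the 10 splits of 6 samples, only the real 1 gave 23 miRNAs between E20 and P25, 1 of 10 gave 6 between P5 and P25, and 1 of 10 gave 5 lists of miRNAs. For E20 and P5, E20 and P15, P5 and P15, and P15 and P25, where the count was 0 (15, 40, 12 and 17 unadjusted), 10 of 10 splits gave as many. With 10 splits the share is never under 0.1. Where the replicate numbers are taken to pair the ages, 4 of the 10 splits part all 3 pairs as the real one does. Of these 4, only the real 1 gave as many for P5 and P25, the others giving 0, as did the 6 splits that keep pairs together; for P5 and P15 and for P15 and P25, 4 of 4 gave as many, and the 6 others gave at most 1.

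The direction of the calls between E20 and P25 changed with the array reference. Fewer miRNAs were detected on the arrays of older ages, on average 297 at E20 and 216 at P25, so the median of the detected miRNAs sits at a different place in the ranking at each age. A reference at a fixed rank of 188 of all 375 assays, with undetected ones last, shifted all changes from E20 to P25 by 2.20 on the log2 scale, more than the spread between samples. The direction of this shift follows from how the reference is built, so the test gives only its size, and the loss of detected miRNAs and a true change of most miRNAs cannot be told apart as the cause of the changing split. P15 replicate 1 has too few detected miRNAs for this reference and has no value for it. The shift was taken between E20 and P25 only.

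The median CT of the 120 miRNAs detected in all samples rose by 1.96 cycles from E20 to P25. The interplate calibrator rose by 0.0963 cycles, which argues against weaker amplification on the plates of older ages. The mean CT of RNU1A1 and RNU5G rose by 2.73 cycles, with a pooled SD of 3.98 between samples, so less RNA entering the reactions and less miRNA per RNA cannot be told apart: the spread of these RNAs is too wide. A change with age stays open as untested.

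Of the 9 lists with at least 2 tested members, 5 had an adjusted p-value under 0.05 in camera, adjusted over the lists, between E20 and P25. Camera assumed a correlation of 0.01 between members of a list. Members that vary together, and mouse and rat assays of the same miRNA as in the miR-200 list, make its p-values too small. The Dlk1-Dio3 cluster had a median log2 change of -2.98 over 17 assays (camera 6.04e-08, fry 0.000144), the miR-200 family 2.03 over 7 (0.0127 and 0.0632), the miR-17 to miR-92 clusters -1.77 over 11 (0.0194 and 0.0632) and the let-7 family 1.16 over 10 (0.0282 and 0.0632), beside the striated muscle list. Under fry only the Dlk1-Dio3 cluster passed with this reference, and the number moved with the reference: 7 of 9 lists passed under fry with the median and 7 with the mean of the miRNAs detected in all samples, 3 without normalization, and 0 with the small nuclear RNAs, where the Dlk1-Dio3 cluster was at 0.845. Of the references chosen after the values were seen, the deposited medians gave 1, the median after imputation 5, and with detection in at least 6 of the 12 samples added it gave 7 of 11. Adjusted over the list alone, 3 miR-200 assays passed (0 over all miRNAs tested, 5 unadjusted), 3 of the miR-17 to miR-92 clusters (1 over all), 2 of the let-7 family (2), 1 of the miR-29 family (1) and 1 of smooth muscle (1). For the miR-30 family, leukocytes, nerve and endothelium, 0 passed either way (0, 1, 1 and 0 unadjusted), and no erythrocyte or liver miRNA was tested. Members of the Dlk1-Dio3, let-7, miR-200, miR-29 and miR-30 lists are in the paper's figures or network, which rest on these samples, so for them the count over the list alone is not independent evidence. The miR-30 family had a median of 1.07 over 6 assays (camera 0.131), smooth muscle and pericyte miRNAs 1.09 over 3 (0.131), leukocyte miRNAs -0.52 over 5 (0.589), and nerve and neuroendocrine miRNAs -0.41 over 4 (0.484). Over 8 array references, the sign of the median stayed for the Dlk1-Dio3 cluster (from -4.70 to -1.20), the miR-200 family (from 0.31 to 3.12) and the miR-17 to miR-92 clusters (from -3.49 to -0.76), and it flipped for the let-7 family (from -0.56 to 2.24), the miR-30 family (from -0.65 to 2.15), smooth muscle (from -0.63 to 2.17), leukocytes (from -2.24 to 0.58) and nerve (from -2.13 to 0.59). The miR-29 family (4.91) and erythrocyte miRNAs (-0.33) had enough members under only 1 of these references, and the endothelium and liver lists under none. Without E20 replicate 2, 2 lists passed in place of 5.

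miRNAs of the Dlk1-Dio3 imprinted cluster, which the paper does not discuss as a group, made up 6 of the 15 miRNAs called lower at P25, and 16 of the 17 tested members fell; adjusted over the list alone, 13 passed, against 6 over all miRNAs tested; the panel carries 47 assays of the cluster. In the GRCr8 assembly, all 17 lie between Dlk1 and Dio3, among 59 miRNA genes. The values argue against the choice of the array reference as the cause, since the median stayed negative under each of 8 references. Over the 17 tested members, it was nearest to 0 at -1.97, with the small nuclear RNAs. It was -1.20 over the 39 assays kept with detection in at least 6 of the 12 samples and the median after imputation. That setting was chosen after the values were seen. The fixed-rank reference was not among the 8, and its shift of 2.20 was smaller in size than the median of -2.98. Loss of weak miRNAs near the limit of detection is argued against as the whole cause: among the 8 more abundant members by mean over all samples, 7 fell, with a median of -3.37. If fewer smooth muscle cells and pericytes in the later samples were the whole cause, miR-143 would fall as much as the cluster. Its mean change over 2 assays was 1.04 (0.99 and 1.09, standard errors 0.77 and 0.91, adjusted p-values 0.401 and 0.434 in limma), and its difference from the cluster mean within each array, which no reference affects, rose by 3.94 (standard error 0.30), from at most 2.03 at E20 to at least 5.27 at P25. This argues against such a loss as the whole cause. How much miR-143 acinar cells express is not known from these data. A loss of other cells and a change with age within the acinar cells stay open as untested.

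miR-214 fell together with the cluster, and a cell type or state shared with the cluster was tested as a hypothesis. Over the 12 samples, with the age means taken off, miR-214 and the mean of the 17 cluster members had a Pearson correlation of 0.886 (permutation test within ages, p = 0.00553) and a Spearman correlation of 0.916 (permutation p = 0.00553), and 0.765 without the 2 samples farthest from the median of the cluster mean. This was the only such relation computed. Of 174 other miRNAs, 2 correlated with the cluster mean as strongly, and their median correlation was 0.398, so a part of the relation is common to all miRNAs. The members of the cluster correlated with the rest of it at a median of only 0.280. Since the members themselves hardly move together within ages, a shared cell type or state and a coincidence of the arrays cannot be told apart with these samples.

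In E20 replicate 1, miR-145 differed from its mean in the other E20 samples by -7.16 on the log2 scale. miR-143, which neighbors miR-145 in the genome, was 1.15 higher in that sample than in the others. A failed well could give this pattern, and so could a real loss of miR-145 alone; with 1 well per sample they cannot be told apart.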
